# Ageing-associated long non-coding RNA extends lifespan and reduces translation in non-dividing cells

**DOI:** 10.1038/s44319-024-00265-9

**Published:** 2024-10-02

**Authors:** Shajahan Anver, Ahmed Faisal Sumit, Xi-Ming Sun, Abubakar Hatimy, Konstantinos Thalassinos, Samuel Marguerat, Nazif Alic, Jürg Bähler

**Keywords:** Protein Translation, Chronological Lifespan, *Schizosaccharomyces pombe*, Ribosomal Protein, RNA Regulation, RNA Biology, Translation & Protein Quality

## Abstract

Genomes produce widespread long non-coding RNAs (lncRNAs) of largely unknown functions. We characterize *aal1* (ageing-associated lncRNA), which is induced in quiescent fission yeast cells. Deletion of *aal1* shortens the chronological lifespan of non-dividing cells, while ectopic overexpression prolongs their lifespan, indicating that *aal1* acts in trans. Overexpression of *aal1* represses ribosomal-protein gene expression and inhibits cell growth, and *aal1* genetically interacts with coding genes functioning in protein translation. The *aal1* lncRNA localizes to the cytoplasm and associates with ribosomes. Notably, *aal1* overexpression decreases the cellular ribosome content and inhibits protein translation. The *aal1* lncRNA binds to the *rpl1901* mRNA, encoding a ribosomal protein. The rpl1901 levels are reduced ~2-fold by aal1, which is sufficient to extend lifespan. Remarkably, the expression of the *aal1* lncRNA in *Drosophila* boosts fly lifespan. We propose that *aal1* reduces the ribosome content by decreasing Rpl1901 levels, thus attenuating the translational capacity and promoting longevity. Although *aal1* is not conserved, its effect in flies suggests that animals feature related mechanisms that modulate ageing, based on the conserved translational machinery.

## Synopsis

The long-non-coding RNA aal1 (ageing-associated lncRNA) promotes the longevity of non-dividing cells likely by attenuating their translational capacity.

- aal1 localizes to the cytoplasm and binds to rpl1901 mRNA, which encodes a ribosomal protein, reducing its expression levels.
- aal1 decreases the cellular ribosome content and inhibits protein translation.
- Both aal1 expression or rpl1901 depletion prolong the chronological lifespan of non-dividing fission yeast cells.
- Ectopic expression of aal1 in Drosophila extends fly lifespan, suggesting a conserved mechanism.

## Abstract (web summary)

The long-non-coding RNA aal1 (ageing-associated lncRNA) promotes the longevity of non-dividing cells likely by attenuating their translational capacity.

## Introduction

Ageing is a complex, multifactorial process leading to a gradual decline in biological function over time (Lopez-Otin et al, 2023). Old age is a shared root cause for complex diseases such as cancer, neurodegeneration, and cardiovascular or metabolic disorders (Guo et al, 2022). Ageing is highly plastic: simple genetic, nutritional, or pharmacological interventions in model organisms can extend lifespan (Niccoli and Partridge, 2012). But a major challenge for ageing research is understanding all factors affecting lifespan. Ageing-related processes are remarkably conserved from yeast to humans, with simple, short-lived model organisms remaining the main platform to discover and dissect factors that modulate ageing processes (Fontana et al, 2010).

Using fission yeast (*Schizosaccharomyces pombe*) as a simple model for cellular ageing, we and others have analysed genetic and environmental factors determining chronological lifespan (CLS) (Rallis et al, 2014; Romila et al, 2021; Roux et al, 2009; Sideri et al, 2014). CLS is a complex trait defined as the time cells survive under limiting nutrients in a non-dividing state, which enlightens the ageing of post-mitotic and quiescent mammalian cells (Fontana et al, 2010). Quiescence is characterized by a reversible arrest of cell proliferation, increased stress resistance, and reprogramming of gene expression and metabolism from a growth mode to a maintenance mode (De Virgilio, 2012; Marguerat et al, 2012; Roche et al, 2017; Valcourt et al, 2012). Quiescence is a highly prevalent yet under-studied state relevant to cellular and organismal ageing. Quiescent states like dauer worms and non-dividing yeast cells have revealed universal ageing-related processes, e.g. the conserved TORC1 nutrient-signalling network that controls quiescence entry and longevity from yeast to mammals by regulating growth, metabolism, and protein translation (De Virgilio, 2012; Fontana et al, 2010). Human cells alternating between cellular quiescence and proliferation are critical for ageing- and disease-associated processes, including stem-cell function, tissue homeostasis/renewal, immune responses, and drug resistance of tumours (Li and Clevers, 2010; Oh et al, 2014; Valcourt et al, 2012). The ageing and depletion of quiescent stem cells may be an important driver of organismal ageing (Oh et al, 2014; Ren et al, 2017).

Genomes are pervasively expressed, e.g. about 75% of the human genome is transcribed yet less than 2% codes for proteins. A substantial portion of transcriptomes consists of long non-coding RNAs (lncRNAs), which are longer than 200 nucleotides, do not overlap any coding RNAs, and can play varied roles in gene regulation at multiple levels (Herman et al, 2022; Hon et al, 2017; Tsagakis et al, 2020; Ulitsky and Bartel, 2013). Functional analyses of lncRNAs are challenging owing to poor annotation, low expression, and limited methodology (Gao et al, 2020; Kopp and Mendell, 2018; Mattick et al, 2023; Ponting and Haerty, 2022). Knowledge of lncRNAs is therefore far from complete even in well-studied organisms. Although lncRNAs show little sequence conservation, functional mechanisms and interacting proteins may be conserved (Herman et al, 2022; Ulitsky and Bartel, 2013).

Mounting evidence implicates certain lncRNAs functioning in ageing and associated diseases (Abraham et al, 2017; Ghafouri-Fard et al, 2022; Grammatikakis et al, 2014; Jiang et al, 2021; Kour and Rath, 2016; Ni et al, 2022; Sherazi et al, 2023; So et al, 2022). For example, lncRNAs play vital roles in ageing-associated NFκB signalling (Cai and Han, 2021) and many lncRNAs are differentially expressed in ageing human fibroblasts, e.g. lncRNA1 which delays senescence (Abdelmohsen et al, 2013). Specific lncRNAs are biomarkers for age-associated diseases and could provide more readily accessible drug targets than proteins (Bravo-Vazquez et al, 2023; Tsagakis et al, 2020; Zhou et al, 2019). Hence, lncRNAs are emerging as important yet poorly characterized ageing factors, presenting a promising research frontier. Fission yeast, featuring an RNA metabolism similar to metazoa, provides a powerful model system and living test tube to study lncRNA function (Atkinson et al, 2018; Fauquenoy et al, 2018; Ono et al, 2022; Rodriguez-Lopez et al, 2022).

Recently, we have reported cellular phenotypes for 150 *S. pombe* lncRNA mutants in over 150 different nutrient, drug, and stress conditions (Rodriguez-Lopez et al, 2022). Phenotype correlations revealed a cluster of four lncRNAs with roles in meiotic differentiation and the survival of quiescent spores. Here, we characterize one of these lncRNAs, *SPNCRNA.1530*, and show that it extends the CLS, interacts with ribosomal proteins, and reduces the ribosome content and cell growth. We name this lncRNA *aal1* for *ageing-associated lncRNA1*. Remarkably, *aal1* expression in *Drosophila* is sufficient to extend the lifespan of flies, suggesting that the functional principle through which *aal1* acts is conserved in animals.

## Results

### *aal1* prolongs the chronological lifespan of non-dividing cells and reduces the growth of proliferating cells

The *aal1* gene (*SPNCRNA.1530*) encodes a 783 nucleotide lncRNA on Chromosome II. The *aal1* transcript levels are induced ~6–24-fold in RNAi, nuclear-exosome, and other RNA-processing mutants (Fig. 1A) (Atkinson et al, 2018), suggesting that these RNA-processing pathways actively degrade *aal1* in proliferating cells. As is typical for lncRNAs, *aal1* is expressed below 1 RNA copy/cell on average in proliferating cells (Marguerat et al, 2012), but its transcript levels are induced ~6–30-fold in non-dividing cells, including stationary-phase cells, which are limited for glucose, as well as quiescent and meiotically differentiating cells, which are limited for nitrogen (Fig. 1A). To validate these findings, we applied strand-specific RT-qPCR which showed that the *aal1* transcript levels are induced >15-fold in stationary-phase cells relative to proliferating cells (Fig. 1B). After induction, the cycle threshold (Ct) was 26.9 ± 0.8, reflecting substantial *aal1* transcript levels in non-dividing cells.

**Figure 1:**
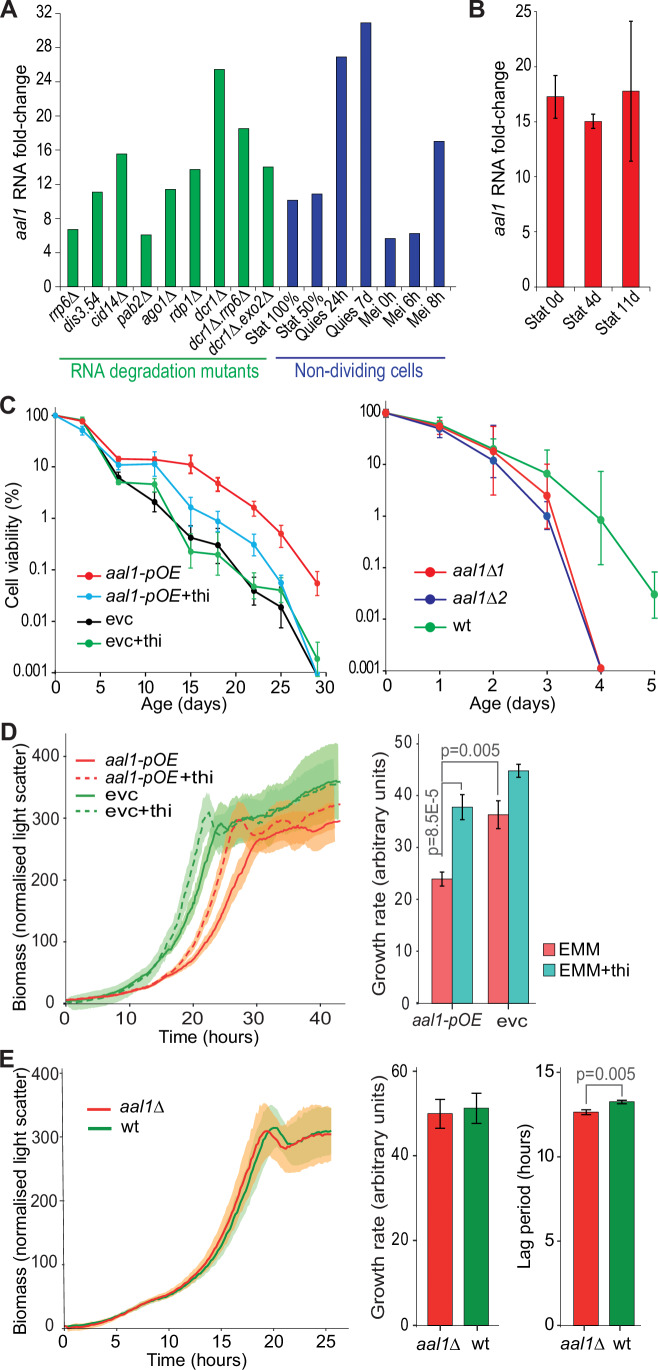
*aal1* prolongs the chronological lifespan of non-dividing cells and reduces growth of proliferating cells. (**A**) RNA fold-changes for *aal1* in different genetic and physiological conditions relative to wild-type proliferating cells, based on RNA-seq data (Atkinson et al, 2018). Green: various RNA degradation mutants as indicated; blue: various non-dividing cells, including stationary-phase cells (Stat) at 100% and 50% viabilities, quiescent cells (Quies) after 24 h and 7 days, and meiotically differentiating cells (Mei) at 0, 6, and 8 h. (**B**) RNA fold-changes (log_2_) for *aal1* at the onset of stationary phase (Stat 0d) and after 4 and 11 days in stationary phase (Stat 4d and 11d) relative to proliferating cells, based on strand-specific RT-qPCR with gene-specific primers (∆∆Ct method). The *aal1* RNA levels are normalized to the lowly expressed coding gene *ppb1*. Bars indicate the means ± standard errors of 3 independent repeats. (**C**) Left graph: Chronological lifespan assays for cells ectopically overexpressing *aal1* from a plasmid under the *P41nmt1* promoter (*aal1-pOE*) compared to empty-vector control cells (evc). Cells were cultured in the absence or presence of 15 µM thiamine (thi), where the *P41nmt1* promoter is active or repressed, respectively. Right graph: Chronological lifespan assays for *aal1* deletion cells (*aal1∆*) compared to wild-type cells (wt). Two independent deletion strains (*aal1∆1* and *aal1∆2*) were generated by CRISPR-Cas9 using distinct sgRNAs. The percentages of viable cells were measured using a robotics-based colony-forming units (CFUs) assay (Romila et al, 2021). A Poisson distribution-based model was used for maximum likelihood estimates of the number of CFUs and shown in the y-axes as percentages relative to the CFUs at Day 0. Data points reflect the mean ± SE of three biological repeats. Overexpression experiments were performed in minimal medium, while deletion experiments were performed in rich medium. (**D**) Left graph: Ectopic *aal1* overexpression under the thiamine-repressible *P41nmt1* promoter (*aal1-pOE*) prolongs the lag period and reduces the growth rate compared to empty-vector control (evc) and/or in the absence of 15 µM thiamine (thi). Cells were grown in a microbioreactor, and mean growth curves were fitted with *grofit* (Kahm et al, 2010), with SD from six independent repeats shown as shades. Right graph: Quantitation of growth rate for experiments shown in the left graph. Growth rate calculations were done using *grofit* (Kahm et al, 2010) and statistical significance was determined with a one-way ANOVA followed by Tukey’s Honest Significant Difference test for pairwise comparisons in R (R Core Team, 2020). Thiamine generally promotes growth in yeast cells (Sabatinos and Forsburg, 2010), as also observed here. (**E**) Left graph: Cells deleted for *aal1* (*aal1∆*) show a slightly decreased lag period but similar growth rate to wild-type cells (wt). Same experimental setup and analysis as in (**D**). Right graphs: Quantitation of growth rates and lag periods for experiment in the left graph. Statistical significance was determined with one-way ANOVA followed by Dunnett’s test (*multcomp*) (Hothorn et al, 2008) to correct for multiple testing of the comparisons of the lag periods and growth rates of *aal1∆* against wt. Source data are available online for this figure.

We tested the effects of *aal1* on the CLS of non-dividing cells. To this end, we constructed two strains. The *aal1-pOE* strain allows for strong ectopic overexpression of *aal1* from a plasmid under the thiamine-repressible *P41nmt1* promoter (Fig. EV1A), while the *aal1*∆ strain features a complete deletion of the *aal1* gene. Notably, *aal1-pOE* cells showed a prolonged lifespan during stationary phase, whereas *aal1*∆ cells showed a shortened lifespan (Fig. 1C). Thus, *aal1* exerts an anti-ageing, longevity effect in stationary phase cells.

**Figure EV1:**

Analysis of the *SPNCRNA.401* lncRNA. (**A**) Expression of *aal1* in *aal1-pOE* cells at the onset of stationary phase (Stat 0d) and after 7 days in stationary phase (Stat 7d) relative to empty-vector control cells (evc) at the onset of stationary phase (Stat 0d), measured with strand-specific RT-qPCR. The *aal1* RNA levels are normalized to the lowly expressed coding gene *ppb1*. Bars indicate the mean±SD (standard deviation) of three independent repeats. (**B**) Genomic environment of *aal1* gene showing a 745 nucleotide overlap in antisense direction with the *SPNCRNA.401* gene. *Red boxes*: lncRNA genes, with the transcriptional direction indicated by white arrows; *ochre and blue boxes*: open reading frames and untranslated regions, respectively, of coding genes. Visualization using the PomBase genome browser (Harris et al, 2022). (**C**) Left graph: Growth assay for cells ectopically overexpressing *aal1* and *SPNCRNA.401* under the thiamine-repressible *P41nmt1* promoter (*aal1-pOE* and *SPNCRNA.401*-*pOE*) compared to empty-vector control (evc) with/or without 15 µM thiamine (thi) added to the medium. Experimental setup and analysis as in Fig. 1D. Middle graph: Quantitation of growth rate for experiments shown in the left graph, as in Fig. 1D. Right graph: CLS assays for *aal1-pOE* and *SPNCRNA.401*-*pOE* cells compared to empty-vector control (evc) cells. Experimental setup and analysis as in Fig. 1C. (**D**) CLS assays for *aal1∆* cells ectopically overexpressing *aal1* (*aal1∆/aal1-pOE*) compared to *aal1∆* and wild-type cells overexpressing empty-vector controls (*aal1∆/*evc*;* wt/evc) and *aal1-pOE* cells. (**E**) Expression of genes flanking *aal1* in the presence and absence of *aal1*. RT-qPCR experiment to determine transcript levels of *ctu1* and *ckb2* in *aal1Δ* cells relative to wild-type cells (control). Four independent biological repeats were carried out using 7-day-old stationary-phase cells. Data were normalized to *act1* expression. Expression of *ctu1* was slightly lower in *aal1Δ* compared to control cells (p_Student’s T_ ~ 0.001), while expression of *ckb2* showed no significant difference (p_Student’s T_ ~ 0.35).

The CLS is often inversely correlated with cell growth (Rallis et al, 2014). Therefore, we tested whether *aal1* affects the growth of proliferating cells. Indeed, *aal1-pOE* cells featured longer lag periods and slower growth rates than control cells (Fig. 1D). Conversely, *aal1∆* cells showed only a subtly reduced lag period (Fig. 1E). This weak positive growth effect in proliferating *aal1∆* cells is consistent with *aal1* being hardly expressed in these cells anyway (Marguerat et al, 2012). We conclude that *aal1* has an anti-growth effect in proliferating cells.

While the *aal1* gene locus does not overlap any protein-coding genes, another lncRNA (*SPNCRNA.401*) is located antisense to *aal1* with over 90% sequence overlap (Fig. EV1B). This setup renders it impossible to distinguish between deletions of *aal1* and *SPNCRNA.401*, raising the possibility that the absence of *SPNCRNA.401* could cause phenotypes observed in *aal1∆* cells. Like *aal1, SPNCRNA.401* is induced in non-dividing cells (Atkinson et al, 2018). We, therefore, checked whether overexpression of *SPNCRNA.401* might show effects on lifespan and growth similar to overexpression of *aal1*. As for *aal1*, we constructed a strain for ectopic overexpression (*SPNCRNA.401-pOE*). In contrast to *aal1-pOE* cells, the *SPNCRNA.401-pOE* cells did not significantly affect lifespan or cell growth (Fig. EV1C). If anything, *SPNCRNA.401-pOE* cells showed inverse, but much weaker phenotypes than *aal1-pOE* cells, marginally decreasing lifespan but increasing cell growth. Moreover, ectopic overexpression of *aal1* was sufficient to rescue the short lifespan of *aal1∆* cells, further supporting that the CLS phenotype reflects the absence of *aal1* (Fig. EV1D). Given that *aal1* is close to the promoters of the flanking coding genes *ckb2* and *ctu1* (Fig. EV1B; encoding a CK2 regulatory subunit and a cytosolic thiouridylase subunit, respectively) and some lncRNAs regulate the expression of neighbouring genes *in cis* (Ard et al, 2014; Hirota et al, 2008; Shah et al, 2014), we also quantified the changes in transcript levels of these neighbouring genes by qRT-PCR. These experiments showed that deletion of *aal1* did, at most, marginally affect the expression of the adjacent genes (Fig. EV1E). Taken together, we conclude that the phenotypes observed in *aal1∆* and *aal1-pOE* cells reflect the absence and overexpression, respectively, of the *aal1* RNA.

Inhibition of the conserved Target of Rapamycin Complex 1 (TORC1) signalling network leads to decreased cell growth and prolonged lifespan from yeast to mammals (Liu and Sabatini, 2020; Rallis et al, 2013). The *aal1* overexpression phenotypes resemble those of TORC1 inhibition, raising the possibility that *aal1* functions within the TORC1 network. Therefore, we tested whether the *aal1* growth phenotype depends on TORC1 function. TORC1 inhibition by rapamycin and caffeine led to similar relative growth reduction in *aal1-pOE* and *aal1∆* cells as in the respective controls (Fig. EV2). These results indicate that overexpression of *aal1* and inhibition of TORC1 exert additive effects on cell growth, suggesting that *aal1* acts independently of the TORC1 network.

**Figure EV2:**

*aal1* phenotypes do not depend on TORC1 signalling. Top graphs: Rapamycin inhibits cell growth in *aal1-pOE* and *aal1∆* mutants to a similar degree as in the respective controls, indicating that TORC1 and *aal1* functions exert additive effects. Rapamycin (300 ng/ml) was added after 8 h of initial growth to avoid overly long lag periods. Bottom graphs: The combination of caffeine (10 mM) and rapamycin (100 ng/ml) leads to a stronger inhibition of cell growth in *aal1-pOE* and *aal1∆* mutants, similar as in the respective controls, indicating again that TORC1 and *aal1* functions have additive effects. Cells were grown in a microbioreactor and mean growth curves were fitted with *grofit* (Kahm et al, 2010*)*, with SD shown as shades. Quantitation of growth rates (mean ± SE) for experiments is shown in the bar graphs. Details as in Fig. 1D,E.

We conclude that the expression of the *aal1* lncRNA strongly increases in non-dividing cells, and the absence or excess of the *aal1* RNA is sufficient to shorten or extend the lifespan of these cells, respectively. Moreover, expression of *aal1* in proliferating cells leads to reduced growth. The lifespan and growth phenotypes are mediated by *aal1* independently of the TORC1 network. Notably, *aal1* can promote longevity and repress growth when expressed from a plasmid, indicating that it acts in trans as a lncRNA.

### *aal1* genetically interacts with coding genes functioning in protein translation and localises to the cytoplasm

To obtain clues on the molecular function of *aal1*, we systematically assayed genetic interactions between the non-coding *aal1* gene and protein-coding genes. Combining two mutations in the same cell can cause phenotypes that are more or less severe than expected from the phenotypes of the single mutations, defining negative and positive genetic interactions, respectively. Such genetic (or epistatic) interactions reveal broad relationships between functional modules or biological processes (Bellay et al, 2011). To systematically uncover functional relationships between the *aal1* RNA and proteins, we used an *aal1∆* strain (*aal1::natMX6*) as the query mutant to screen for interactions with all 3420 non-essential coding-gene deletions with the synthetic genetic array (SGA) method(Baryshnikova et al, 2010; Costanzo et al, 2019). We measured all pairwise genetic interactions using colony size as a proxy for double-mutant fitness relative to *ade6∆* control double mutants. As for screens with coding-gene query mutants (Rallis et al, 2014; Rallis et al, 2017), we observed moderate reproducibility between the three repeats and more negative than positive interactions, revealing 140 negative and 28 positive genetic interactions for at least two of the three repeats (Dataset EV1). Analysis using AnGeLi (Bitton et al, 2015) showed that these interacting genes were enriched in those showing lifespan and growth phenotypes, as *aal1* itself, including the fission yeast phenotype ontology (FYPO) terms (Harris et al, 2013; Romila et al, 2021; Sideri et al, 2014) ‘loss of viability in stationary phase’ (*p*_*adj*_ = 5.3E−17) and ‘abnormal vegetative cell population growth’ (*p*_*adj*_ = 5.0E−14). Moreover, the interacting genes were strongly enriched for several Gene Ontology (GO) terms (Gene Ontology, 2021) related to ribosome biogenesis/function and cytoplasmic translation (Figs. 2A and EV3). For a complementary assay, we also generated a strain overexpressing *aal1* from the *P41nmt1* promoter at its native genomic locus (*aal1-gOE*), and screened this query mutant for interactions with all non-essential coding-gene deletions. The 297 genes interacting with the *aal1-gOE* mutant were also enriched in several GO terms related to ribosomes and translation, besides those related to metabolism, mitochondrial function and cell regulation (Fig. EV3; Dataset EV1). We conclude that genetic interactions for both *aal1* deletion and overexpression mutants point to functions associated with protein translation.

**Figure 2:**
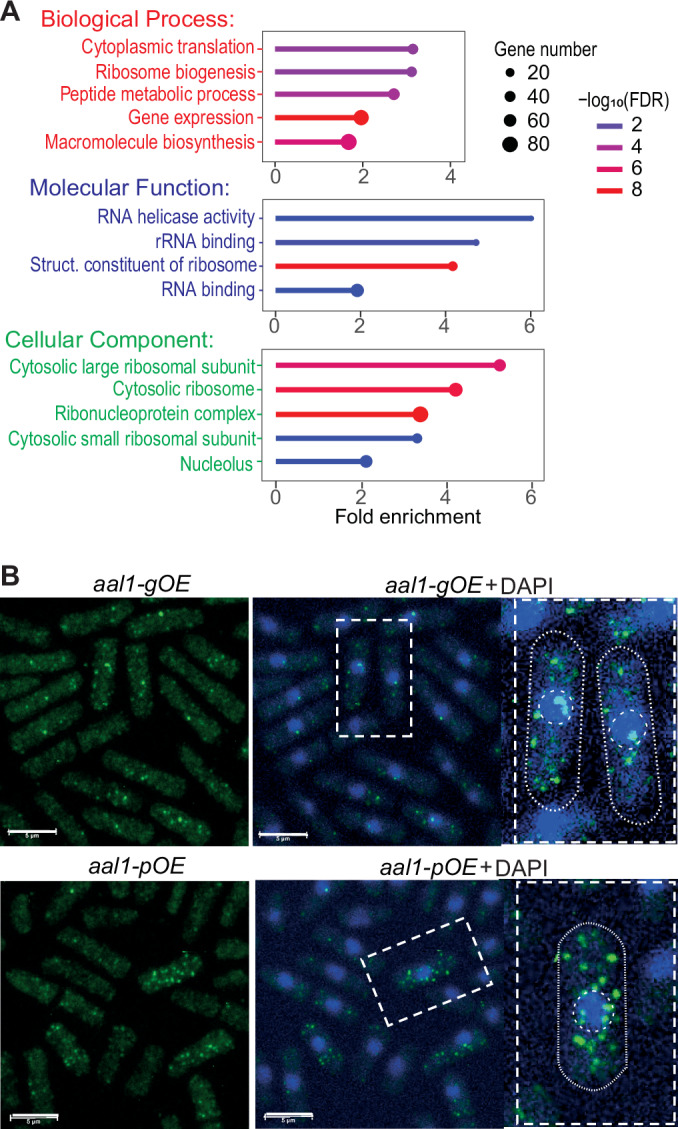
*aal1* shows functional relationships with translation-related processes and localizes to the cytoplasm. (**A**) GO-terms enriched among the genes that showed positive or negative genetic interactions (FDR ≤ 0.05) in at least 2 of the 3 repeats in the SGA screens using *aal1∆* as query mutant. Representative GO terms for Biological Process (red), Molecular Function (blue), and Cellular Component (green) are shown, selected for non-redundancy, specificity, and significance. The graphs show the fold enrichments as well as the gene numbers and −log_10_ of false-discovery rate as indicated in the legends at right. Visualisation with ShinyGO (ver 0.77) (Ge et al, 2020). The genetic-interaction and background gene lists are provided in Dataset EV1. (**B**) Fluorescence micrographs of single-molecule FISH experiments of *aal1-gOE* cells (top) and *aal1-pOE* cells (bottom). The *aal1* RNAs are labelled in green and DAPI-stained DNA is shown in blue. Enlarged cells with nuclei are outlined at right. Scale bars: 5 μm. Source data are available online for this figure.

**Figure EV3:**

Functional enrichments among genes genetically interacting with *aal1∆* and *aal1-gOE* mutants. GO-term enriched among the genes that showed positive or negative genetic interactions (adjusted *p*-value[FDR] ≤0.05) in at least 2 of the 3 repeats in the SGA screens using *aal1∆* (top) or *aal1-gOE* (bottom) as query mutants (see Methods). Representative GO terms for Biological Process, Molecular Function, and Cellular Component are shown, selected for non-redundancy, specificity, and significance. The graphs show the −log_10_ of adjusted *p*-values (false-discovery rate) for enrichment of the different terms. Visualisation with ShinyGO (ver 0.77). The genetic-interaction and background gene lists are provided in Dataset EV1.

To further test the possibility that *aal1* functions in translation, we analysed the subcellular localization of the *aal1* RNA using antisense probes for single-molecule RNA fluorescence in situ hybridization (smRNA-FISH) (Sun et al, 2020). Given that the *aal1* RNA expression is very low in proliferating cells (Fig. 1A,B) and smRNA-FISH is challenging in stationary-phase cells (Ellis et al, 2021), we generated a strain expressing *aal1* from the *P41nmt1* promoter at its native genomic locus (*aal1-gOE*). This analysis revealed that *aal1* RNAs predominantly localize in the cytoplasm in multiple foci (Fig. 2B). Similar results were obtained with the *aal1-pOE* strain that ectopically overexpresses *aal1* (Fig. 2B). This finding corroborates that *aal1* functions in trans as a lncRNA and is consistent with a role of *aal1* in cytoplasmic translation.

### *aal1* is associated with ribosomes and reduces the translational capacity

Many lncRNAs function with RNA-binding proteins (RBPs), and identifying such RBPs can shed light on the molecular roles of the target lncRNAs (Faoro and Ataide, 2014). To uncover RBPs that interact with *aal1*, we applied an RNA-centric approach, ‘comprehensive identification of RBPs by mass spectrometry’ (ChIRP-MS) (Chu et al, 2015). We designed biotinylated antisense oligos along the length of *aal1* to pull down RBPs associated with *aal1*, which does not require genetic manipulations that could interfere with *aal1* function (Methods). We performed ChIRP-MS with wild-type and *aal1-pOE* cells after 6 days in stationary-phase, when the *aal1* transcript levels are induced, with *aal1∆* cells serving as control. In total, we identified 218 proteins across all three independent repeats in all strains, 68 of which were significantly more abundant in the pull-downs from wild-type and/or *aal1-pOE* cells than from *aal1∆* cells (FDR ≤ 0.005 and log_2_FC ≥ 6.5; Dataset EV2). These 68 *aal1*-bound proteins were enriched for biological processes associated with cytoplasmic translation and energy metabolism (Fig. 3A). The 68 proteins were more highly connected with each other than expected by chance for known protein–protein interactions, reflecting an extensive network of ribosomal and ribosome-associated proteins (Fig. 3B). While 27 of the 68 proteins have known functions in translation-related processes, most of the remaining proteins are enzymes functioning in energy metabolism. Recent research indicates that many metabolic enzymes exert moonlighting functions as RBPs that can act as ribosome-associated proteins (Kilchert et al, 2020; Simsek et al, 2017). Notably, 44 of the 68 *aal1*-bound proteins have been independently shown to be RBPs in *S. pombe* (Dataset EV2) (Kilchert et al, 2020). Taken together, these results suggest that *aal1* directly or indirectly functions with multiple proteins associated with ribosomes and/or ribosomal subunits.

**Figure 3:**
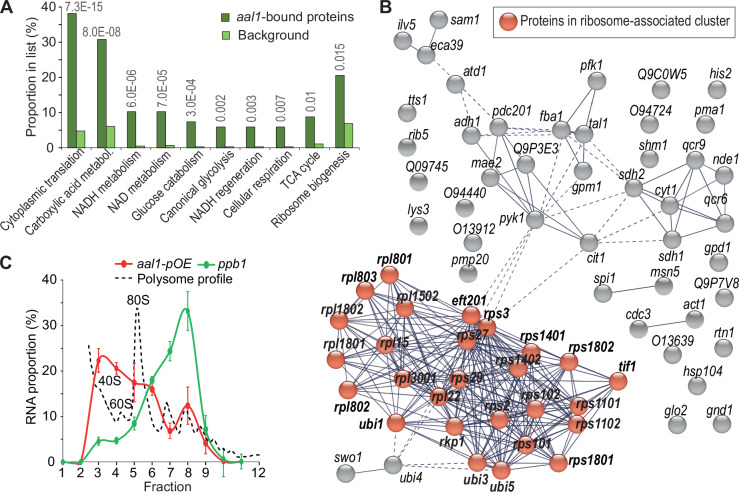
*aal1* is associated with ribosomes. (**A**) Graph showing the proportions of genes with representative GO Biological Process terms among the 68 *aal1*-bound proteins compared to all *S. pombe* proteins (background). GO terms were selected for non-redundancy, specificity, and significance, with the respective enrichment FDRs shown above. FDRs were calculated with the Benjamini and Hochberg method in AnGeLi (Bitton et al, 2015). The gene list used is provided in Dataset EV2. (**B**) Analysis of protein–protein interaction network with STRING (Szklarczyk et al, 2021) for the 68 *aal1*-bound proteins reveals that these proteins are more connected with each other than expected by chance (*p* = 1.0e−16). Red balls: proteins associated with ribosomes. Dashed lines indicate lower confidence interactions. The following STRING parameters were used: active interaction sources = only experiments and databases; minimum required interaction score = high confidence (0.70); cluster with MCL; inflation = 3. (**C**) Polysome fractionation followed by RT-qPCR for *aal1-pOE* cells shows that *aal1* (red curve) mainly occurs with free ribosomal subunits (40S/60S) and monosomes (80S). The *ppb1* control mRNA (green curve) mainly occurs in polysomes. The corresponding polysome profile is shown as a black dashed line. Enrichment was calculated relative to the free RNA Fractions 1 and 2 (Bachand et al, 2006). The plot shows the mean ± SE of three independent repeats of *aal1* overexpressing cells during exponential growth in minimal medium. Source data are available online for this figure.

To corroborate and elucidate this ribosomal association, we applied polysome fractionation (Pospisek and Valasek, 2013) followed by RT-qPCR analysis (Bachand et al, 2006). Most *aal1* RNA was detected together with free ribosomal subunits (40S/60S) and monosomes (80S) in proliferating *aal1-pOE* cells (Fig. 3C). As a control mRNA, we used *ppb1*, the least variable gene under many perturbations, including stationary phase, and is comparatively lowly expressed (Pancaldi et al, 2010). As expected, *ppb1* was predominantly found in polysomes (Fig. 3C). Similar *aal1* localization patterns were apparent for both wild-type and *aal1-pOE* cells in young and old stationary-phase cells, although in the older cells, a substantial proportion of *aal1* was also detected in polysomes (Fig. EV4A).

**Figure EV4:**
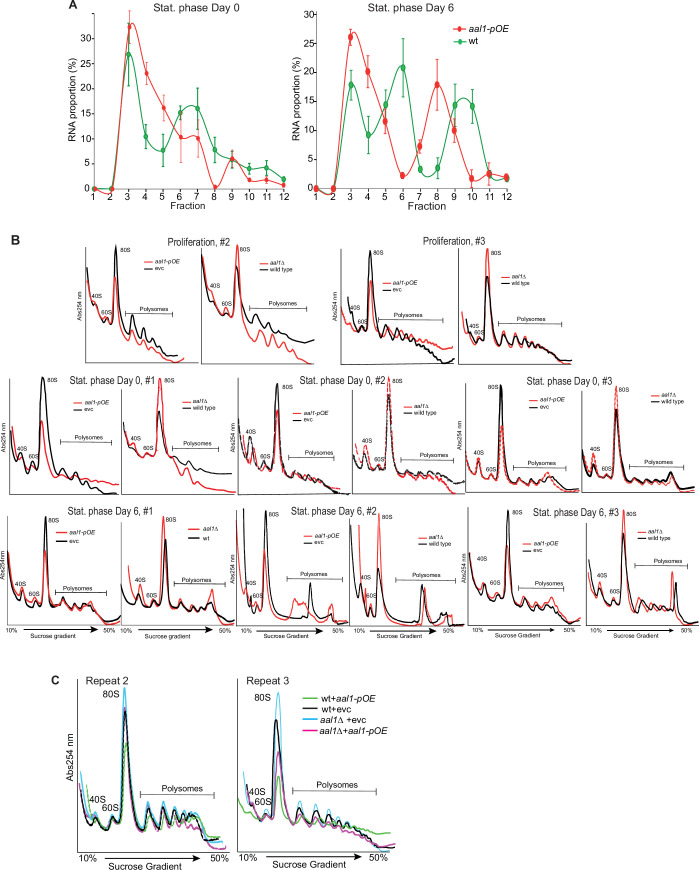
*aal1* associates with ribosomes and reduces the cellular ribosome content. (**A**) Polysome fractionation followed by RT-qPCR shows that *aal1* binds to ribosomes during early stationary phase (Day 0, left graph) and late stationary phase (Day 6, right graph) in both wild-type (green) and *aal1-pOE* (red) cells. (**B**) Independent biological repeats of polysome profiling as in Fig. 4A,B for proliferating cells (top), early stationary-phase cells (middle) and late stationary-phase cells (bottom) for the four strains indicated. The two profiles are aligned at the lowest points of the monosome peaks, corresponding to the baseline. (**C**) Two independent biological repeats of experiment shown in Fig. 4C.

We then checked for any effects of *aal1* on the polysome profiles. Remarkably, proliferating *aal1-pOE* cells showed a decreased polysome profile compared to empty-vector control cells (Fig. 4A), while proliferating *aal1∆* cells showed an increased profile compared to wild-type control cells (Fig. 4B). These differences were most pronounced for the monosome fractions. Similar patterns were evident in the polysome profiles from *aal1-pOE* and *aal1∆* cells during early and late stationary phase (Fig. EV4B). These results suggest that *aal1* has an inhibitory effect on the cellular ribosome content. To establish that the absence of aal1 caused the increased ribosome content in aal1∆ cells, we ectopically expressed *aal1* (*aal1-pOE*) or an empty-vector control in *aal1∆* cells. Indeed, ectopic expression of *aal1* was sufficient to decrease the ribosome content in *aal1∆* cells to levels similar to or below those in wild-type cells (Figs. 4C and EV4C).

**Figure 4:**
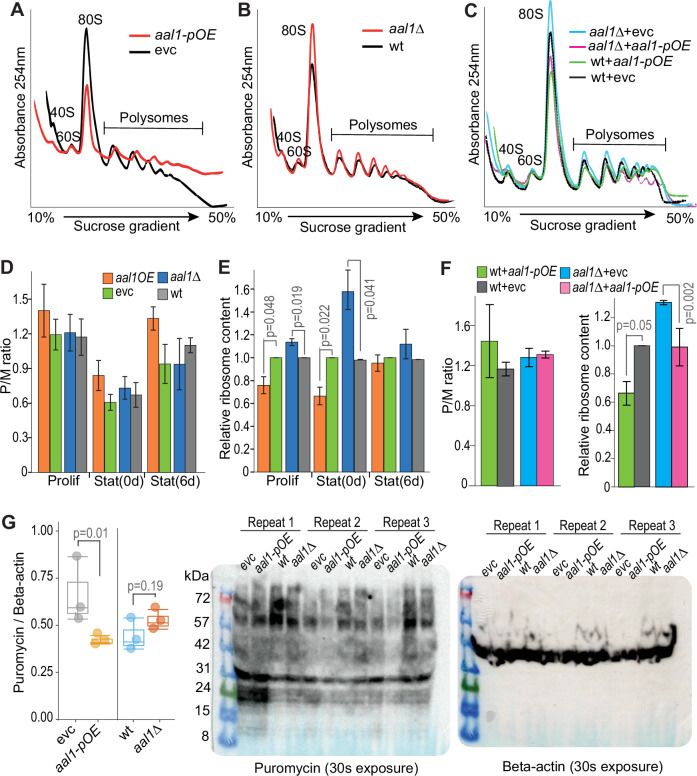
*aal1* reduces the ribosome content and translational capacity. (**A**) Polysome profiling for proliferating *aal1-pOE* and empty-vector control (evc) cells in minimal medium. The two profiles are aligned at the lowest points of the monosome peaks, corresponding to the baseline. The polysome profiles from two independent biological repeats are shown in Fig. EV4B. (**B**) Polysome profiling for proliferating *aal1∆* and wild-type cells as in (**C**). The polysome profiles from two independent biological repeats are shown in Fig. EV4B. (**C**) Polysome profiling for proliferating cells in minimal medium. Ectopic expression of *aal1* in *aal1∆* background (*aal1∆* + *aal1-pOE*) reduces the increased ribosome content observed in *aal1∆* cells to a level similar to wild-type cells expressing an empty vector (wt+evc). The polysome profiles from two independent biological repeats are shown in Fig. EV4C. (**D**) Polysome/monosome (P/M) ratio in proliferating cells (Prolif), at the onset of stationary phase, Stat(0d), and after 6 days in stationary phase, Stat(6d), in *aal1-pOE*, empty-vector control (evc), *aal1∆* and wild type (wt) cells as indicated. Bars show mean ± SE of three independent repeats, with statistical significance determined using a two-sample t-test. (**E**) Relative ribosome content (Polysome+Monosome) in proliferating cells (Prolif), at the onset of stationary phase, Stat(0d), and after 6 days in stationary phase, Stat(6d), in *aal1-pOE*, relative to empty-vector control (evc) and *aal1∆* relative to wild type (wt) cells as indicated. Bars show mean ± SE of three independent repeats, with statistical significance determined using a two-sample t-test against the respective controls. The differences at Stat(6d) are not significant, likely reflecting that the ribosome content is generally low at this stage, which makes it harder to obtain reproducible measurements. (**F**) Polysome/monosome (P/M) ratios and ribosome content as in (**D**) and (**E**) for ectopic expression experiments shown in (**C**). Relative ribosome content determined relative to wt+evc. (**G**) Measurement of protein translation using puromycin labelling of proliferating cells. Left: graph showing anti-puromycin signal relative to anti-beta-actin signal quantified from chemiluminescence images for empty-vector control (evc) and *aal1-pOE* cells as well as wild type (wt) and *aal1∆* cells as indicated. The quantified data were analysed with a linear regression model, which includes strain and batch as variables, and the significance was determined with a t-test. Data are shown as medians ± 95% confidence intervals. Right: Blots for signal quantification using anti-puromycin (left) and anti-beta-actin (right) antibodies for the 3 biological repeats of all strains as indicated above. Marker protein sizes in kilodaltons are indicated on the left. Source data are available online for this figure.

To quantify and validate the observed differences in the polysome profiles, we measured the polysome/monosome ratios (P/M; estimate of translational efficiency) and ribosome content (P + M; estimate of translational capacity) for all polysome profiles of *aal1-pOE, aal1∆* and control cells (Figs. 4A,B and EV4B). The P/M ratios did not show significant changes in *aal1∆* or *aal1-pOE* cells (Fig. 4D). However, *aal1* overexpression and deletion led to decreased and increased cellular ribosome contents, respectively, relative to the respective controls; however, these changes were only significant in proliferating and early stationary phase cells (Fig. 4E). We also quantified these parameters in the ectopic expression experiments in Fig. 4C and Fig. EV4C. Again, the differences were more substantial for ribosome content than for P/M ratios, with ectopic overexpression of *aal1* significantly reducing the ribosome content of *aal1∆* cells (Fig. 4F). Together, these results suggest that *aal1* can act in trans to reduce the cellular ribosome content, while the absence of *aal1* increases the ribosome content.

Given the negative effects of *aal1* on ribosome content (Fig. 4A–F) and cell growth (Fig. 1D), we postulated that *aal1* inhibits protein translation. To directly test this possibility, we measured protein synthesis using puromycin incorporation assays. Puromycin is an aminoacyl-tRNA analogue that allows the labelling and detection of nascent peptide chains, which can then be quantified using an anti-puromycin antibody (Methods). In these assays, *aal1*-*pOE* cells showed reduced protein translation compared to control cells (Fig. 4G). Conversely, *aal1∆* cells showed only a subtle increase in protein translation (Fig. 4G). The latter result is similar to the weak effect on cell growth in *aal1∆* cells (Fig. 1E) and is consistent with *aal1* being hardly expressed in proliferating cells (Marguerat et al, 2012). Together, these findings indicate that *aal1* can reduce the cellular content of ribosomes and, thus, the capacity for protein translation.

### *aal1* binds to the *rpl1901* mRNA encoding a ribosomal protein whose repression prolongs lifespan

To further dissect how *aal1* might affect the cellular ribosome content, we used RNA-seq to examine its effects on the transcriptome. We analysed the differential gene expression between *aal1-pOE* and empty-vector control cells after 6 days in stationary phase, revealing 79 induced and 248 repressed transcripts. The overexpression of *aal1* led to repressing ribosome- and translation-related transcripts, including 127 of 135 mRNAs encoding *S. pombe* ribosomal proteins (Fig. 5A; Dataset EV3). The induced genes, on the other hand, were not enriched in any biological processes. Thus, *aal1* can directly or indirectly down-regulate the mRNAs for critical proteins involved in translation.

**Figure 5:**
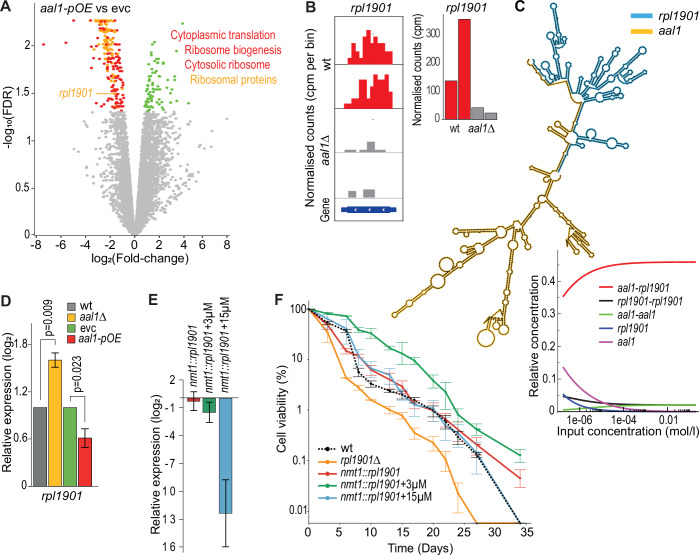
*aal1* binds to the *rpl1901* mRNA whose repression prolongs lifespan. (**A**) Volcano plot of RNA-seq data comparing transcript levels in *aal1-pOE* relative to empty-vector control cells during stationary phase (Day 6) in minimal medium. The 248 repressed genes (red) are enriched in the GO terms ‘Cytoplasmic translation’ (139 genes; FDR: 5.7E−135), ‘Ribosome biogenesis’ (74 genes; FDR: 8.6E−32), and ‘Cytosolic ribosome’ (134 genes; FDR: 9.2E−178). The 127 repressed ribosomal protein genes are highlighted in orange with *rpl1901* indicated. The 79 induced genes (green) are not enriched in any GO terms. RNA-sequencing was performed with three biological replicates per genotype (Dataset EV3). (**B**) The ribosomal-protein mRNA *rpl1901* is enriched in two independent repeats of ChIRP pull-downs from wild-type (wt, red) compared to *aal1∆* (grey) cells. Left panels: strand-specific ChIRP-seq reads in counts per million (cpm) for 50 bp bins across *rpl1901*, visualized using IGV tracks (Ge et al, 2020) and deepTools (Ramirez et al, 2016). Right panel: normalised read counts (cpm) for *rpl1901*. (**C**) In silico predictions of *aal1-rpl1901* interaction using the ViennaRNA package (Lorenz et al, 2011) with RNAcofold (Lorenz et al, 2016). Top: Predicted *aal1*-*rpl1901* heterodimer structure showing the interaction sites along with potential RNA secondary structures. Bottom: Concentration dependency plot of RNA-RNA interactions showing the computed homo- and hetero-interactions of RNAs for concentration relative to each other (y-axis) and different input concentrations (x-axis), with predicted equilibrium concentrations for the two monomers, *aal1* and *rpl1901*, the two homodimers, *aal1-aal1* and *rpl1901-rpl1901*, and the *aal1-rpl1901* heterodimer. (**D**) RT-qPCR experiment to quantify RNA levels of *rpl1901* in proliferating wild-type (wt), *aal1∆*, empty-vector control (evc), and *aal1-pOE* cells. Expression was normalised to *act1* and shown relative to the expression in the respective controls. Bars show the mean ± SE, with the indicated *p*-values determined by t-test. (**E**) RT-qPCR experiment to quantify expression of *rpl1901* under the thiamine-repressible *P41nmt1* promoter at its native locus (*nmt1::rpl1901*), in the absence or presence of 3 or 15 µM thiamine as indicated. Expression was normalised to *act1* and shown relative to wild-type expression. Bars show the mean ± SE of three replicates. (**F**) Chronological lifespan assays for cells expressing *rpl1901* at different levels. Only the moderate repression of *rpl1901* with 3 µM thiamine promotes lifespan extension. Experiments were performed in minimal medium. Assays and analyses as in Fig. 1C. Source data are available online for this figure.

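*rpl1901* had 14 and 25 counts in the wild-type pull-downs, 28 and 9 in the *aal1-pOE* pull-downs and 6 and 1 in the *aal1∆* pull-downs. Scaled to each library's total (CPM), this is 223 ± 93.5 (SD, n = 2) in wild type, 207 ± 138 (SD, n = 2) in *aal1-pOE* and 29.4 ± 6.81 (SD, n = 2) in *aal1∆*. Every wild-type and *aal1-pOE* library lay above every *aal1∆* library, and an exact two-sided permutation test gave p = 0.333 for each strain against *aal1∆*, the smallest that 2 libraries against 2 allow. The exact Poisson 95% intervals of the wild-type libraries, 85.5 to 262 and 187 to 426 CPM, did not overlap that of *aal1∆* replicate 1, 12.6 to 74.5, but the first of them overlapped that of *aal1∆* replicate 2, 0.623 to 137, which rests on 1 count. Of the *aal1-pOE* libraries, the interval of replicate 1, 202 to 440 CPM, overlapped that of neither *aal1∆* library, and that of replicate 2, 50.0 to 208 CPM, overlapped those of both. The paralog *rpl1902*, which encodes the same 60S protein and was chosen for naming after its values were seen, had 12 and 8 counts in wild type, 14 and 4 in *aal1-pOE* and 31 and 10 in *aal1∆*. Its log2 fold changes were -0.87 (standard error 0.978) in wild type and -0.91 (standard error 0.983) in *aal1-pOE*, with adjusted p of 0.999 and 1.00 from edgeR. The transcripts of *rpl1901* and *rpl1902* share 0 of 626 stretches of 67 nt, the length of a read with its start trimmed, 0 of 634 stretches of 59 nt, its length if the molecular index was clipped before that, and 1 of 643 stretches of 50 nt.

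**Figure D1:**
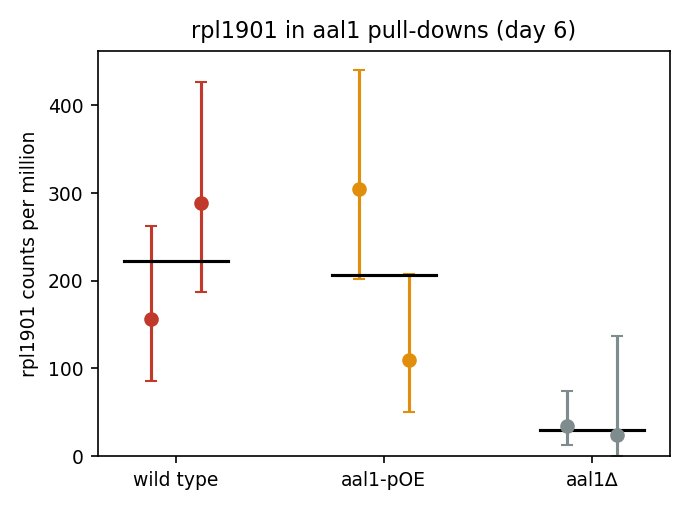
CPM of *rpl1901* in each ChIRP-seq library of wild type, *aal1-pOE* and *aal1∆* (points, with exact Poisson 95% intervals as bars), with the mean of each strain as a black line. The *aal1∆* libraries lie at 34.2 and 24.6 CPM, below the 156 and 289 of wild type and the 305 and 109 of *aal1-pOE*.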

Some lncRNAs can regulate genes post-transcriptionally, e.g. through partial base-pairing between a lncRNA and target mRNAs to promote mRNA degradation (Gong and Maquat, 2011) or inhibit translation (Yoon et al, 2012). 

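ChIRP-seq recovers the RNAs that come down with a chosen RNA. Cells are fixed with formaldehyde, biotinylated DNA probes complementary to *aal1* pull out the lncRNA together with whatever is crosslinked to it, and the recovered RNA is sequenced. The pull-downs came from cells on Day 6 of stationary phase of 3 strains, with 2 libraries per strain that the methods describe as grown and processed independently. These were wild-type (wt) cells, *aal1-pOE* cells, which carry *aal1* on a plasmid under the thiamine-repressible *P41nmt1* promoter, and *aal1∆* cells, which lack *aal1* and so give what the probes and beads recover without it. The *aal1-pOE* cells also have a *leu1* mutant background, while wild type and *aal1∆* are described without that mutation or a plasmid. No library came from cells with the empty vector. For RNAs other than *aal1*, comparisons of *aal1-pOE* thus cannot separate an effect of *aal1* from one of the vector or the background. The authors made stranded libraries from DNase-treated RNA, sequenced them as read pairs on an Illumina MiSeq, trimmed the start of each read, mapped the reads with HISAT2 2.2.1 and counted reads per gene and strand with HTSeq 0.12.3. The library kit attaches molecular indices, and the paper's text describes clipping them but no collapsing of duplicate reads, so the counts can hold several reads of one RNA molecule and intervals drawn from them cover counting error only. The deposited table gives whole-number counts for 7001 genes, of which 1827 had 0 counts in every library. The totals were 89491 and 86614 counts in the wild-type libraries, 91917 and 82299 in the *aal1-pOE* libraries, and 175263 and 40653 in the *aal1∆* libraries. Nuclear mRNA made up 54% ± 16.4 (SD, n = 2) of the counts in wild type, 49.7% ± 6.06 (SD, n = 2) in *aal1-pOE* and 54.8% ± 1.64 (SD, n = 2) in *aal1∆*. The share of rRNA was 42.6% ± 16.7 (SD, n = 2), 28.2% ± 3.45 (SD, n = 2) and 42.8% ± 2.27 (SD, n = 2), in the same order. *aal1* itself took 17.8% ± 10.6 (SD, n = 2) of the counts in *aal1-pOE* and 0.101% ± 0.0979 (SD, n = 2) in wild type, so every other share in *aal1-pOE* is lowered by it. For the lower rRNA share of *aal1-pOE*, an exact two-sided permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. From the counts, fold changes were fitted with edgeR's quasi-likelihood test over all 6 libraries together, after TMM normalisation, for the 1329 RNAs that passed edgeR's filter on low counts. An RNA was called when its p, adjusted over these RNAs by the Benjamini-Hochberg method, was under 0.05. With 2 libraries per strain the spread rests on 3 residual degrees of freedom and on what edgeR borrows from other genes, and the *aal1∆* libraries differ most in depth.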

To test whether *aal1* binds to other RNAs, we used the pull-downs from the ChIRP-MS experiment to sequence any RNAs associated with *aal1* (ChIRP-seq) (Chu et al, 2012). As expected, *aal1* itself was the top-enriched RNA in these pull-downs compared to *aal1∆* control cells, but other RNAs, both coding and non-coding, also appeared to be enriched (Fig. EV5A; Dataset EV4). Among these RNAs were four encoding ribosomal proteins, of which *rpl1901* was most consistently enriched (Fig. 5B). 

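*aal1* was counted 28 and 147 times in the wild-type pull-downs, 9540 and 20832 times in the *aal1-pOE* pull-downs and 0 times in both *aal1∆* libraries. Against a floor of 3 counts in each *aal1∆* library, it was at least 27.6-fold higher in wild type (adjusted p = 5.22e-05, edgeR's quasi-likelihood test) and at least 4817-fold higher in *aal1-pOE* (adjusted p = 5.33e-14, same edgeR test). These bounds are means over unlike libraries. When each library was left out, a setting chosen after seeing the data, they ran from at least 5.735-fold (without wild-type replicate 2) to at least 66.69-fold (without *aal1∆* replicate 2) in wild type. In *aal1-pOE* they ran from at least 2383-fold (without *aal1-pOE* replicate 2) to at least 11660-fold (without *aal1∆* replicate 2). Besides *aal1*, the 18S rRNA copy *SPRRNA.44* rose in wild type, with a log2 fold change of 2.17 (standard error 0.516, adjusted p = 0.0477, edgeR). In *aal1-pOE*, SPNCRNA.401, the 18S rRNA copy *SPRRNA.42* and *atp9*, the mitochondrially encoded gene of a subunit of ATP synthase, were called higher. *pdc202*, a gene of the pyruvate decarboxylase family of fermentation, was called lower there. *aal1* (SPNCRNA.1530) is a single-exon lncRNA gene of 783 nt on the minus strand of chromosome II, from 2580400 to 2581182 of the assembly ASM294v3. SPNCRNA.401 lies on the opposite strand from 2580438 to 2581248 and shares 745 nt with it. SPNCRNA.401 had 630 and 846 counts in *aal1-pOE* and 0 in the other libraries (adjusted p = 2.62e-20 against *aal1∆*, edgeR), and since most of the gene overlaps the deleted *aal1*, its comparison with wild type bears more on it than that with *aal1∆*. The neighbouring genes *ckb2* and *ctu1* had at most 4 and 7 counts in any library and were not tested. Of the 4 genes of the locus, 1 was thus called higher in wild type and 2 in *aal1-pOE*, as also when adjusted over the list alone. For *atp9*, the log2 fold change in *aal1-pOE* was 2.00 (standard error 0.430) and in wild type 1.42 (standard error 0.427, adjusted p = 0.449, edgeR). *SPRRNA.42* had a log2 fold change of 2.81 (standard error 0.597) and *pdc202* of -2.65 (standard error 0.562) in *aal1-pOE*, each, like *atp9*, with an adjusted p of 0.00372 from edgeR. *srp7*, the RNA of the signal recognition particle and the one member of that list of 9 genes to be tested, had log2 fold changes of 1.79 (standard error 0.493, adjusted p = 0.224, edgeR) and 1.51 (standard error 0.490, adjusted p = 0.566, edgeR). With 1 tested member, the p adjusted over the list alone is the unadjusted one, 0.000505 and 0.00298 (edgeR).

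Of 37 mitochondrially encoded genes, 6 were tested, and in *aal1-pOE* 1 of them, *atp9*, was higher and 0 were lower, with 2 called when adjusted over the list alone. Their median log2 fold change was 0.93 in *aal1-pOE* (camera adjusted p = 0.00144), with an adjusted p = 0.420 from camera with an estimated correlation. Next after *atp9* came *cox3*, a gene of cytochrome c oxidase, with 1.19 (standard error 0.417, adjusted p = 0.819, edgeR). In wild type the median of the list was 0.42 (camera adjusted p = 0.0594, and adjusted p = 0.841 with an estimated correlation). There 0 of the 6 were called by edgeR and 0 by DESeq2, 1 was called when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. Mitochondrially encoded RNA made up 3.05% and 1.24% of the counts of *aal1-pOE* replicates 1 and 2, 2.17% and 1.54% in wild type, and 1.01% and 1.61% in *aal1∆*. Without *aal1-pOE* replicate 1 the list had an adjusted p of 0.366 from camera, and without *aal1∆* replicate 1 of 0.248, settings chosen after seeing the data, and without that *aal1-pOE* library *cox3* had a log2 fold change of -0.0032, while without *aal1-pOE* replicate 2 it passed (adjusted p = 0.00578, edgeR). In wild type, without *aal1-pOE* replicate 1 or 2, or without *aal1∆* replicate 2, the list passed the threshold, with adjusted p of 0.0398, 0.0409 and 0.00206 from camera, also chosen after seeing the data. Of 49 rRNA genes, 11 were tested, of which 1 was higher and 0 lower in each comparison, with median log2 fold changes of 0.08 in wild type (camera adjusted p = 0.923) and 0.23 in *aal1-pOE* (camera adjusted p = 0.933). Adjusted over the list alone, edgeR called 1 copy higher (*SPRRNA.44*) and 2 lower in wild type, *SPRRNA.46* (-1.99, standard error 0.709) and *SPRRNA.42* (-1.64, standard error 0.601). In *aal1-pOE* it called 1 higher (*SPRRNA.42*) and 1 lower (*SPRRNA.46*, -2.48, standard error 0.722), so *SPRRNA.42* had opposite signs in the 2 comparisons. In CPM after TMM normalisation, *SPRRNA.42* had 2675 and 465 in *aal1∆*, 502 and 544 in wild type and 22249 and 595 in *aal1-pOE*. Its lower value in wild type thus rests on *aal1∆* replicate 1, and its higher value in *aal1-pOE* on *aal1-pOE* replicate 1. *SPRRNA.46* had 202786 and 18850 in *aal1∆*, so its lower values rest on *aal1∆* replicate 1 too.

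Most calls other than those of *aal1* in *aal1-pOE* and SPNCRNA.401 were lost without one library or another. Without *aal1∆* replicate 1, whose removal leaves 1 library of 40653 counts as the control, *aal1* in wild type had an adjusted p of 0.657 (8.32e-17 to 0.657 over its alternatives) and *SPRRNA.44* likewise 0.657, *SPRRNA.42* 0.151, *atp9* 0.388 and *pdc202* 0.518 from edgeR. Each kept its direction there, *aal1* at least 17.37-fold higher. The others had a larger standard error, with log2 fold changes of 2.01 (standard error 0.647) for *SPRRNA.44*, 4.62 (standard error 1.13) for *SPRRNA.42*, 1.41 (standard error 0.527) for *atp9* and -1.49 (standard error 0.769) for *pdc202*. *SPRRNA.44* had an adjusted p of 0.877 without wild-type replicate 2, 0.232 without *aal1∆* replicate 2 and 0.0546 without *aal1-pOE* replicate 2 (edgeR; 4.87e-05 to 0.877 over its alternatives, DESeq2's the lowest). *SPRRNA.42* had a log2 fold change of -1.43 without *aal1-pOE* replicate 1 and an adjusted p of 1.00 without *aal1∆* replicate 2 (edgeR; 4.53e-12 to 1.00 over its alternatives). Without *aal1-pOE* replicate 1, *atp9* had an adjusted p of 0.0753 (0.000155 to 0.388 over its alternatives) and *pdc202* of 0.588 (0.000107 to 0.588) from edgeR. In wild type, *srp7* had a log2 fold change of -0.33 without wild-type replicate 2 and passed without wild-type replicate 1, *aal1-pOE* replicate 1 or *aal1-pOE* replicate 2 (adjusted p = 8.69e-05, 0.00172 and 0.00420, edgeR), and in *aal1-pOE* it passed without *aal1-pOE* replicate 1 (adjusted p = 0.00507, edgeR). Its call also varied with the scaling and with the RNAs in the fit, and it passed in wild type with RLE size factors (adjusted p = 0.0193, edgeR), with the rRNA copies summed, a setting chosen after seeing the data (adjusted p = 0.0123, edgeR), and without rRNA, mitochondrial genes, *aal1* and SPNCRNA.401 (adjusted p = 3.97e-08, edgeR; 3.97e-08 to 1 over its alternatives). With library size only it was not called. Without those genes it passed in *aal1-pOE* too (adjusted p = 2.31e-05, edgeR; 2.31e-05 to 0.999 over its alternatives). DESeq2 called *aal1* in both comparisons, *SPRRNA.44* in wild type and SPNCRNA.401 in *aal1-pOE*. *SPRRNA.44* lies on chromosome III from 21289 to 23130 and *SPRRNA.42* from 1 to 1390, and both hold stretches identical to other 18S rRNA copies, so their separate counts are uncertain.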

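Of the ribosomal protein mRNAs, *rpl1901*, which encodes a protein of the 60S subunit, had the largest log2 fold change over *aal1∆* in both comparisons, 2.87 (standard error 1.02) in wild type and 2.75 (standard error 1.02) in *aal1-pOE*, among 93 such genes tested. It did not pass the threshold over all RNAs tested (adjusted p = 0.999 in wild type and 0.819 in *aal1-pOE*, edgeR's quasi-likelihood test). The log2 fold changes in wild type and *aal1-pOE* were 1.58 (standard error 0.750) and 1.51 (standard error 0.754) for *rps502*, 0.89 (standard error 0.645) and 1.35 (standard error 0.642) for *rpl1802*, and 1.75 (standard error 1.53) and 0.59 (standard error 1.58) for *rps27*, and no one of them passed (adjusted p of 0.906 or more, edgeR). *rps502* and *rps27* encode proteins of the 40S subunit and *rpl1802* one of the 60S subunit. These 4 mRNAs were named by the study from these libraries, so their direction is not independent evidence. For all 4, both wild-type libraries lay above both *aal1∆* libraries in TMM-normalised counts, an order that an exact two-sided permutation test gives p = 0.333 for each gene. Both *aal1-pOE* libraries lay above both *aal1∆* libraries for *rpl1901*, *rpl1802* and *rps502*, but not for *rps27*, whose log2 fold change in *aal1-pOE* was -1.83 without *aal1-pOE* replicate 2. *rpl1901* (SPBC56F2.02) lies on the minus strand of chromosome II from 4123056 to 4123747 of ASM294v3 as 1 exon of 692 nt, with its coding sequence from 4123139 to 4123720. *rpl1802* (SPAPB17E12.13) lies on chromosome I from 1285616 to 1286338, *rps27* (SPBC1685.10) on chromosome II from 517321 to 517984, and *rps502* (SPAC328.10c) on chromosome I from 3496388 to 3497400.

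Of 142 cytosolic ribosomal protein genes, the 93 tested had a median log2 fold change of 0.21 in wild type (camera adjusted p = 0.391) and 0.34 in *aal1-pOE* (camera adjusted p = 0.347), with adjusted p of 0.987 and 0.851 from camera with an estimated correlation. In each comparison 0 of them were called by edgeR, 0 when adjusted over the list alone and 0 by DESeq2. At an unadjusted p under 0.05, 2 were higher and 0 lower in wild type, these being *rpl1901* and *rps502*. In *aal1-pOE*, 5 were higher, *rpl1901*, *rps2*, *rps402*, *rpl1802* and *rps502*, and 1, *rpl501*, was lower. Chance over 93 genes can give such counts at that p, and *rpl1901*, *rpl1802* and *rps502* were picked by the study from these libraries. The plot of fold changes of ribosomal protein genes shows *rpl1901* at the upper right end, and its 2 axes share the *aal1∆* libraries. Recovery of these mRNAs was not set against their levels in the cells. The paper reports most ribosomal protein mRNAs as repressed in stationary-phase *aal1-pOE* cells relative to the empty vector. The values of the list in *aal1-pOE* can thus mix recovery with cell level. They cannot decide whether the class associates with *aal1*. The result for the list turned on single libraries. In wild type it passed without wild-type replicate 1 (adjusted p = 0.0189, camera) and without *aal1∆* replicate 2 (adjusted p = 0.00126, camera), and its direction turned without wild-type replicate 2 (adjusted p = 0.843, camera) and without *aal1∆* replicate 1 (adjusted p = 0.723, camera). In *aal1-pOE* it passed without *aal1∆* replicate 2 (adjusted p = 0.00118, camera) and turned without *aal1∆* replicate 1 (adjusted p = 0.912, camera).

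**Figure D2:**
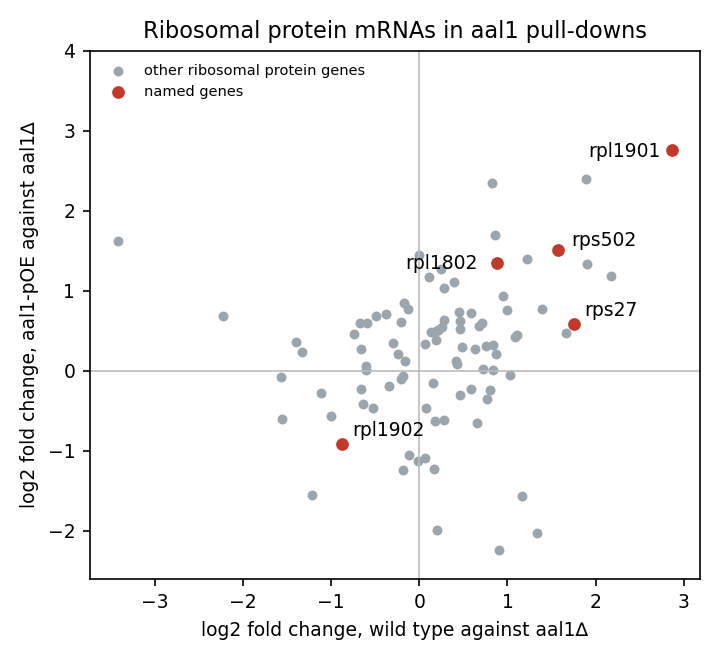
Log2 fold changes of the 93 tested ribosomal protein genes in wild type against *aal1∆* (x-axis) and in *aal1-pOE* against *aal1∆* (y-axis), 1 point per gene, with the named genes in red. *rpl1901* has the largest value on both axes, 2.87 and 2.75.

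Among the RNAs enriched over *aal1∆*, the paper takes *rpl1901* as the ribosomal protein mRNA with the steadiest enrichment across the repeats (Fig. 5B), tests in silico whether it can pair with *aal1* (Fig. 5C), and states that *aal1* binds the *rpl1901* mRNA.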

To test the plausibility of an RNA-RNA interaction between *aal1* and *rpl1901*, we performed an in silico analysis using the ViennaRNA Package. This analysis predicted that *aal1* has a high potential to interact with *rpl1901* across four regions, involving over 40 base pairs, and at very low concentrations (Fig. 5C). Among the other three mRNAs encoding ribosomal proteins, *rpl1802* showed predicted potential to interact with *aal1*, although less convincingly than for *rpl1901* (Fig. EV5B).

**Figure EV5:**
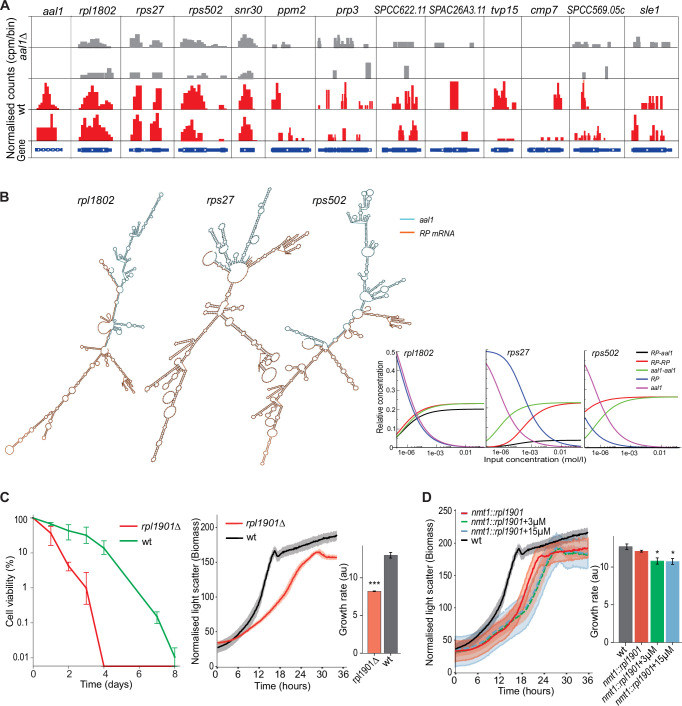
Analyses of RNAs binding to *aal1.* (**A**) IGV tracks from strand-specific ChIRP-seq reads in counts per million (cpm) per 50 bp bins (deepTools) (Ramirez et al, 2016) across *aal1* (control) and prospective target RNAs as indicated on top. Top *aal1*-bound RNAs were determined with edgeR (Robinson et al, 2010) (Dataset EV4) from two replicates each of *aal1∆*, wild type (wt) and *aal1*-*pOE* cells, and the data were verified in IGV (Thorvaldsdottir et al, 2013) (details in Methods). The prospective *aal1*-bound RNAs in the ChIRP-seq data include three additional mRNAs encoding ribosomal proteins and one small nucleolar RNA (*snr30*). (**B**) In silico predictions of interaction between *aal1* and *rpl1802, rps27, and rps502* using the ViennaRNA package (Lorenz et al, 2011) with RNAcofold (Lorenz et al, 2016). Left: Predicted *aal1*-*RP* (ribosomal protein) mRNA heterodimers with interaction sites and potential RNA secondary structures. Right: Concentration dependency plots of dimerization showing the computed homo- and hetero-dimerizations of RNAs for concentration relative to each other (y-axis) and different input concentrations (x-axis), with predicted equilibrium concentrations for the monomers, homodimers, and heterodimers as indicated. (**C**) Left graph: Chronological lifespan assays for *rpl1901∆* and wild-type cells, performed in rich medium. Right graphs: Growth assays of *rpl1901∆* and wild-type cells and quantitation of growth rate for these assays. Experimental setup and analysis as in Fig. 1D. Statistical significance was determined with one-way ANOVA followed by Dunnett’s test (Hothorn et al, 2008), with *p* < 0.0001 relative to wt. (**D**) Growth assays of *nmt1:rpl1901* and wild-type cells with the addition of different doses of thiamine as indicated and quantitation of growth rate for these assays. Experimental setup and analysis as in Fig. 1D. Statistical significance was determined with one-way ANOVA followed by Dunnett’s test (Hothorn et al, 2008), with *p* < 0.006 relative to wt.

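The small nucleolar RNA *snR30*, which takes part in rRNA processing, had 47 and 28 counts in wild type, 16 and 14 in *aal1-pOE* and 32 and 6 in *aal1∆*. Its log2 fold change was 1.28 (standard error 0.682, adjusted p = 0.999, edgeR) in wild type and 0.18 (standard error 0.704, adjusted p = 1.00, edgeR) in *aal1-pOE*, and it was the 1 tested gene of 53 snoRNA genes. *prp3*, a splicing factor gene, had log2 fold changes of 1.48 (standard error 1.04, adjusted p = 0.999, edgeR) in wild type and 2.45 (standard error 1.04, adjusted p = 0.819, edgeR) in *aal1-pOE*, and SPCC569.05c had 1.74 (standard error 1.15, adjusted p = 0.999, edgeR) and 1.50 (standard error 1.16, adjusted p = 1.00, edgeR). *prp3* had 24 and 3 counts in the wild-type libraries, and without wild-type replicate 1 its log2 fold change in wild type was -0.033. The other RNAs of the panel besides the ribosomal protein mRNAs had too few counts for the filter. *ppm2*, SPAC26A3.11, *tvp15* and *cmp7* had 16, 10, 26 and 14 counts in wild-type replicate 1 and 0 in wild-type replicate 2, with at most 3 in an *aal1∆* library. SPCC622.11 (*lmb1*) had 17 and 2 counts in wild type and 5 and 0 in *aal1∆*, and *sle1* had 9 and 5 in wild type and 4 and 0 in *aal1∆*. Tested without the filter, each of these 6 had an adjusted p of 1 in wild type from edgeR's quasi-likelihood test. At this depth a difference of these RNAs from *aal1∆* was not detectable beyond the spread between replicates.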

Like most other ribosomal-protein genes, *rpl1901* was repressed upon *aal1* overexpression in chronologically ageing cells (Fig. 5A). To quantitatively analyse how *aal1* affects *rpl1901* mRNA levels, we performed RT-qPCR assays in both *aal1∆* and *aal1-pOE* cells during proliferation. RNA levels of *rpl1901* were modestly (~2-fold) but significantly repressed in *aal1-pOE* cells and induced in *aal1∆* cells (Fig. 5D). This result is consistent with the possibility that *aal1* directly represses the *rpl1901* mRNA levels, which could contribute to the *aal1*-mediated reduction in ribosome content and lifespan extension.

We wondered whether repression of *rpl1901* might be involved in the *aal1-*mediated lifespan extension. We first generated a deletion mutant of *rpl1901 (rpl1901∆*) and showed that *rpl1901∆* cells featured substantially shorter CLS and slower growth than wild-type cells (Fig. EV5C). However, *rpl1901* was completely absent in this deletion mutant, whereas *rpl1901* expression was only moderately repressed in response to *aal1* (Fig. 5D). Therefore, we tested whether a moderate repression of *rpl1901* might extend the lifespan. To this end, we expressed *rpl1901* under the thiamine-repressible *P41nmt1* promoter in its native locus (*nmt1::rpl1901*) to modulate *aal1* repression by supplementing various doses of thiamine. The expression levels of *nmt1::rpl1901* in the absence of thiamine were comparable to the *rpl1901* levels under its native promoter (Fig. 5E). Addition of 3 µM thiamine led to a ~ 2-fold reduction in *nmt1::rpl1901* levels similar to the repression of *rpl1901* observed in *aal1-pOE* cells, while 15 µM thiamine led to a much stronger repression (Fig. 5D,E). Expression of *nmt1::rpl1901* prolonged the lag period but not the growth rate, while in the presence of 3 or 15 µM thiamine, the growth rates were modestly but significantly reduced (Fig. EV5D). Notably, only the ~2-fold repression of *rpl1901* with 3 µM thiamine led to a substantial extension of the CLS, while the other conditions, leading to no or much stronger repression of *rpl1901*, showed similar or shorter CLS compared to wild-type cells (Fig. 5F). We conclude that only a moderate (~2-fold) repression of *rpl1901* but not a stronger repression is beneficial for cellular longevity, mirroring the *rpl1901* repression and lifespan extension seen in *aal1-pOE* cells.

### *aal1* can extend the lifespan of flies

Ribosomal proteins and most of the translational machinery are highly conserved across eukaryotes, and reducing protein translation to non-pathological levels prolongs lifespan in different model organisms (MacInnes, 2016; Rallis and Bähler, 2013; Solis et al, 2018; Turi et al, 2019). Although lncRNAs show little or no sequence conservation between species, their functional principles can be conserved (Herman et al, 2022; Ulitsky and Bartel, 2013). We wondered whether *aal1* might have the potential to extend lifespan in a multicellular eukaryote, as it does in *S. pombe* cells. We tested this possibility in the fruit fly, *Drosophila melanogaster*. We first ensured the expression of *aal1* in *Drosophila* by confirming the presence of the RNA of the expected size in female flies where *UAS-aal1* was driven by the ubiquitous, constitutive *GAL4* driver *daughterlessGAL4* (Fig. EV6A). We further observed that such ubiquitous expression of *aal1* in *Drosophila* throughout development resulted in a significant reduction in the number of flies that reached adulthood compared to control flies, indicating that *aal1* expression negatively affects development (Fig. EV6B). To assess the impact of *aal1* on *Drosophila* ageing, we focused on the gut because *aal1* expression in yeast represses protein translation, and interventions that repress translation in the fly gut have pro-longevity effects (Filer et al, 2017; Martinez Corrales et al, 2020). To avoid any harmful effects on development, we used the mid-gut specific RU486 inducible driver (*TIGS*) in adult females, which can drive *aal1* expression upon feeding the inducer, RU486. Remarkably, this induction of *aal1* significantly extended the medium lifespan of female flies (Fig. 6A). The feeding of the inducer itself did not affect the lifespan in the *TIGS* driver-alone control (Fig. 6B), indicating that the extension is not an artefact of RU468 feeding. Although *aal1* is not conserved in *Drosophila*, it has a high predicted potential to dimerize with the *RpL19* mRNA, encoding the highly conserved *Drosophila* ortholog of Rpl1901 (Fig. EV6C). These findings show that *aal1* can promote longevity in *Drosophila* and raise the possibility that the functional principle of *aal1* is conserved and that *aal1* lncRNA counterparts might exist in multicellular eukaryotes.

**Figure 6:**
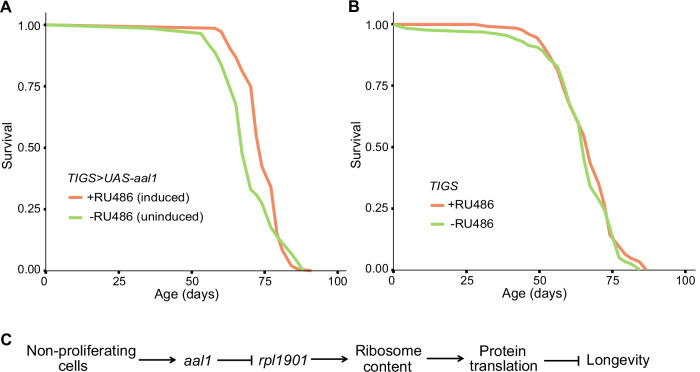
*aal1* expression prolongs the lifespan in flies. (**A**) Lifespans of female *Drosophila* with *UAS-aal1* induced in adult midguts with the gut-specific *TIGS* driver by RU486 feeding to activate expression (−RU486: *n* = 142 dead/8 censored flies, +RU486: *n* = 144 dead/6 censored flies, *p* = 0.003, log-rank test). (**B**) Lifespans of control females carrying the *TIGS* driver alone with or without RU486 feeding (−RU486: *n* = 131 dead/19 censored flies, +RU486: *n* = 144 dead/6 censored flies, *p* = 0.3, log-rank test). (**C**) Simple model for *aal1* function in lifespan extension via inhibition of *rpl1901* expression and protein translation (details in Discussion). Source data are available online for this figure.

**Figure EV6:**
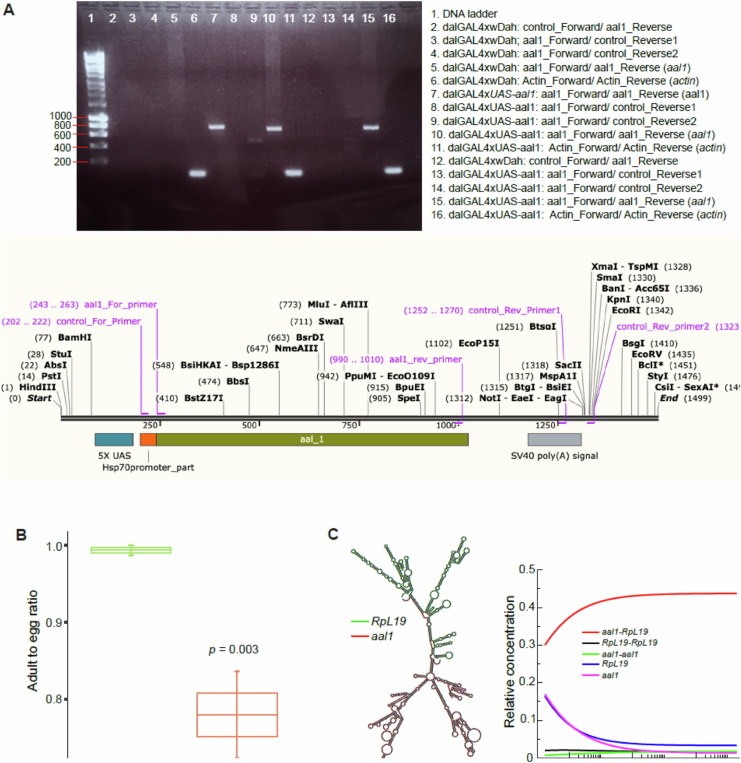
Supporting analyses for experiment expressing *aal1* in flies. (**A**) Top: Confirmation of *aal1* expression in the inducible *UAS-aal1* strain flies. The expression of an RNA of expected size (783 nt) was confirmed in females where *UAS-aal1* was driven by the ubiquitous, constitutive GAL4 driver (*daughterlessGAL4/dalGAL4*). Random primed cDNA was used as template. Primer positions as follows (see scheme). Forward control: resides in Hsp70 promoter; Reverse_control1: in SV40 polyA signal; Reverse_control2: in downstream sequence of SV40 polyA signal; aal1_Forward & aal1_Reverse: in 5’ and 3’ ends of *aal1* transcript, respectively; Actin_Forward/Actin_Reverse: housekeeping Actin gene. wDah control crossed to dalGAL4 was used as a negative control strain (Lanes 2–6 and 11). Three *UAS-aal1* replicates were tested (lanes 7, 8–11, 13–16). Primer sequences are provided in Appendix Table S1. Bottom: Scheme of *UAS-aal1* construct showing the positions of the primers used (purple), visualized with SnapGene Viewer 5.3.2. (**B**) Ubiquitous expression of *aal1* in flies with a *dalGAL4* promoter throughout development significantly reduces the number of flies that reach adulthood (details in Methods: Lethality test in flies). Statistical significance determined with two-sample t-test. (**C**) In silico prediction of interaction between *S. pombe aal1* and *Drosophila RpL19* using the ViennaRNA package (Lorenz et al, 2011) with RNAcofold (Lorenz et al, 2016). Left: Predicted *aal1*-*RpL19* heterodimer structure showing the interaction sites along with potential RNA secondary structures. Right: Concentration dependency plot of dimerization showing the computed homo- and hetero-dimerizations of RNAs for concentration relative to each other (y-axis) and different input concentrations (x-axis), with predicted equilibrium concentrations for the two monomers, *aal1* and *RpL19*, the two homodimers, *aal1-aal1* and *RpL19-RpL19*, and the *aal1-RpL19* heterodimer.

## Discussion

This study presents the functional characterization of a lncRNA, *aal1*, which can lower the ribosomal content and extend the lifespan of non-dividing fission yeast cells. The genetic and protein interactions of *aal1*, along with its various phenotypes, point to an involvement in protein translation. The *aal1* RNA localizes to the cytoplasm, and its ectopic expression from a plasmid can rescue *aal1* deletion phenotypes and trigger key phenotypes like decreased ribosome content and protein translation, reduced growth, and increased lifespan, indicating that *aal1* functions in trans. While further work is required to dissect the specific mechanisms of *aal1* function, we propose a simple model for how *aal1* might exert its roles in protein translation and longevity (Fig. 6C). Below, we discuss the key steps of this model in the context of our results and published findings.

The *aal1* RNA is induced in non-dividing cells, possibly by inhibiting its degradation via the RNAi and nuclear-exosome pathways that repress *aal1* in proliferating cells (Atkinson et al, 2018) (Fig. 1A,B). Then, *aal1* binds to other RNAs, including the *rpl1901* mRNA that encodes a ribosomal protein (Fig. 5B,C). This interaction may lead to a ~2-fold reduction of *rpl1901* mRNA levels (Fig. 5D), and such a modest reduction is critical and sufficient to extend the CLS (Fig. 5F). Overexpression of *aal1* leads to a similar *rpl1901* reduction (Fig. 5D) and CLS extension (Fig. 1C).

How might *aal1* repress the *rpl1901* mRNA levels? It is known that lncRNAs can regulate genes post-transcriptionally through base-pairing with target mRNAs to promote their degradation or inhibit their translation (Gong and Maquat, 2011; Yoon et al, 2012). The *aal1* RNA is associated with ribosomes (Fig. 3), as also reflected in the genetic interactions (Fig. 2A), which may point to its mode of action. Several RNAs interact with ribosomes in different organisms (Carlevaro-Fita et al, 2016; Duncan and Mata, 2014; Guttman et al, 2013; Wang et al, 2017), reflecting their translation into peptides (Duncan and Mata, 2014; Wang et al, 2017), degradation via nonsense-mediated decay (NMD) (Quinn and Chang, 2016), or involvement in translational control (Essers et al, 2015; Guttman et al, 2013; Yoon et al, 2012). Available data indicate that *aal1* is not detectably translated in cells undergoing meiosis (Duncan and Mata, 2014), when *aal1* is induced (Fig. 1A), and *aal1* is not induced in mutants of the NMD-pathway gene *upf1* (Atkinson et al, 2018). It is possible, however, that the interaction of *aal1* with the *rpl1901* mRNA during its translation leads to NMD-mediated degradation of *rpl1901*. We find that *aal1* is more associated with monosomes than polysomes (Fig. 3C), which might suggest a role before translational elongation, although older cells also showed a substantial proportion of *aal1* in polysomes (Fig. EV4A). However, monosomes can also reflect the active translation of short open reading frames (<590 nt), where translational initiation takes relatively more time than translational elongation (Biever et al, 2020; Heyer and Moore, 2016). The *rpl1901* mRNA is 582 nt long, so our results are consistent with the possibility that *aal1* associates with *rpl1901* in the context of translating ribosomes. Conversely, RNAi does not seem to be directly involved in this repression, because the *rpl1901* mRNA, unlike *aal1* (Fig. 1A), is reduced in RNAi mutants (Atkinson et al, 2018). However, it is of course possible that other or additional pathways may contribute to an *aal1*-mediated *rpl1901* mRNA repression, including transcriptional control.

Compared to *rpl1901, aal1* is more lowly expressed, raising a potential paradox of regulatory stoichiometry. But in non-dividing cells, *rpl1901* is expressed at only ~6 molecules per cell (Marguerat et al, 2012), which may be similar to *aal1* that is induced in this condition (Fig. 1A). Furthermore, several lncRNAs, including Xist and NORAD, form biomolecular condensates to facilitate their substoichiometric action, as these phase-separated condensates can concentrate factors (Somasundaram et al, 2022; Unfried and Ulitsky, 2022). Indeed, the low levels of the Xist RNA relative to its abundant targets are essential to maintain target specificity, suggesting that low levels are critical for lncRNA function (Jachowicz et al, 2022; Markaki et al, 2021). Examples of ribonucleoprotein condensates are stress granules, processing bodies, and the nucleolus (Hirose et al, 2023). For example, in *S. pombe, meiRNA*, a lncRNA expressed at only 0.21 molecules per cell (Marguerat et al, 2012), forms a nuclear body with the RNA-binding protein Mei2 to promote meiotic differentiation (Shichino et al, 2014). Recently discovered translation factories are cytoplasmic bodies accumulating many copies of certain RNAs (Basyuk et al, 2021). Notably, we observed that *aal1* localizes in cytoplasmic foci (Fig. 2B), which might reflect ribonucleoprotein bodies facilitating molecular interactions between *aal1, rpl1901*, and ribosomes to trigger NMD-mediated degradation of *rpl1901*.

We propose that the *aal1-*mediated repression of *rpl1901* leads to the global repression of other ribosomal protein genes, which in turn reduces the cellular ribosome content and protein translation, thus promoting longevity (Fig. 6C). Gene-specific feedback mechanisms can increase the expression of individual ribosomal proteins present at substoichiometric amounts, but these mainly function through the regulation of splicing and/or mRNA stability rather than transcription or translation (Petibon et al, 2021). The *rpl1901* gene does not have introns, and *aal1-*mediated degradation might attenuate protein translation. This could be achieved by global negative feedback regulation of other ribosomal protein genes in response to lowered *rpl1901* levels (Kong and Lasko, 2012; Warner, 1999). Consistent with this possibility, a ~2-fold reduction in *rpl1901* levels is sufficient to reduce cell growth (Fig. EV5D). Moreover, *aal1* overexpression leads to the repression of 127 of 135 mRNAs encoding the proteins of the *S. pombe* cytoplasmic ribosome (Fig. 5A) and triggers a reduction in cellular ribosome content and protein translation (Fig. 4) as well as growth (Fig. 1D). Ribosome content, translational capacity, and growth rate are linked in yeast and other cells, e.g. via TORC1 signalling (Bjorkeroth et al, 2020; Ingolia et al, 2009; Liu and Sabatini, 2020; Martinez-Miguel et al, 2021; Warner, 1999). As would be expected for the proposed mechanism, however, the *aal1-*mediated growth reduction is independent of TORC1 signalling (Fig. EV2). Attenuation of protein translation to non-pathological levels is known to prolong lifespan and delay ageing-associated diseases in model organisms, although the detailed nature of these relationships is still unclear (Kaeberlein and Kennedy, 2011; MacInnes, 2016; Pan et al, 2007; Rallis and Bähler, 2013; Solis et al, 2018; Steffen and Dillin, 2016; Turi et al, 2019).

It is possible that *aal1* functions via additional or other processes than those proposed in Fig. 6C. However, it is notable that modulation of *rpl1901* expression is sufficient to mirror the key phenotypes of *aal1*. Intriguingly, while mutants in most ribosomal proteins do not appear to affect ageing (Polymenis, 2020), orthologs of Rpl1901 (RPL19) are among only four ribosomal proteins shown to affect ageing in budding yeast and worms where the loss of RPL19 function extends lifespan (Curran and Ruvkun, 2007; Hansen et al, 2007; Kaeberlein et al, 2005). RPL19 is also among the few ribosomal protein genes that are up-regulated in embryonic stem cells of human blastocysts and hepatocellular carcinoma (Adjaye et al, 2005; Rao et al, 2021), and post-transcriptional silencing of RPL19 alleviates human prostate cancer by controlling the translation of a subset of transcripts (Bee et al, 2011). Ribosomal proteins may affect ageing in multiple ways, e.g. by altering global translation rates, functioning in specialized ribosomes, or influencing the protein biogenesis machinery (Janssens et al, 2015; Maitra et al, 2020; Mittal et al, 2017; Steffen et al, 2008).

Protein translation is highly energy-demanding and tightly regulated by conserved mechanisms to adjust supply with demand in varying environmental or physiological conditions (MacInnes, 2016). Non-coding RNAs, including the well-known rRNAs, tRNAs, snoRNAs and miRNAs, function in protein translation and its regulation. More recently, lncRNAs have emerged as regulators of ribosome biogenesis and translation. For example, SLERT controls nucleolar phase separation and rRNA expression (Wu et al, 2021), LoNA inhibits translation and rRNA expression at multiple levels (Li et al, 2018), while other lncRNAs promote rDNA chromatin compaction to repress rRNA transcription in quiescent cells (Bierhoff et al, 2014). Several ribosome-associated non-coding RNAs are emerging as translational regulators in response to stress (Carvalho Barbosa et al, 2020; Pecoraro et al, 2022). The nematode *daf-2* mutants in an insulin receptor-like gene display similar phenotypes to *aal1*, including slow growth and extended lifespan (Kenyon et al, 1993), along with low ribosomal-protein levels and reduced protein synthesis (Stout et al, 2013; Walther et al, 2015). Interestingly, the *tts-1* RNA is required for the lifespan extension in *daf-2* mutants and is mainly associated with the monosomal fraction of ribosomes (Essers et al, 2015), akin to *aal1*, raising the possibility that these lncRNAs play similar mechanistic roles.

To our surprise, the expression of *S. pombe aal1* in *Drosophila* leads to a significant lifespan extension in *Drosophila* (Fig. 6A). Interestingly, both the organ whence the longevity effects arise, namely the gut, and the magnitude of the effects are comparable between *aal1* expression and the partial inhibition of RNA polymerase I, which transcribes the pre-rRNA (Martinez Corrales et al, 2020). Thus, although *aal1* is not conserved in *Drosophila*, this RNA can substantially promote the longevity of both single yeast cells and multicellular flies. Furthermore, given that ribosomal proteins and translational processes are highly conserved from yeast to humans, it is plausible that *aal1* functions through related mechanisms in both yeast and flies and perhaps can take on the role of a native fly lncRNA, which functions within a conserved regulatory framework. Indeed, in silico analysis predicts that *aal1* has a high potential to dimerize with the *Drosophila RpL19* mRNA, encoding the highly conserved ortholog of *S. pombe* Rpl1901 (Fig. EV6C). Structure-function constraints for lncRNAs are more relaxed than for proteins (Quinn and Chang, 2016), and RNAs with different sequences may interact with similar proteins. It would be interesting to test whether *aal1* binds the *RpL19* mRNA in *Drosophila* to inhibit the cellular ribosome content. The finding in *Drosophila* raises the intriguing possibility that other organisms use analogous lncRNAs and related mechanisms to control the translational capacity of certain cells, and such lncRNAs would potentially be effective targets for future RNA-based therapies to delay ageing and associated diseases.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
972h- (*S. pombe* wild type)	Bähler lab	
972h-, *leu1-32* (*S. pombe*)	Bähler lab	
*P41nmt1-aal1* (*S. pombe*, ectopic)	This study	
CRISPR-Cas9 *aal1∆* (*S. pombe*)	This study	
*aal1∆::natMX6* (*S. pombe*)	This study	
*kanMX6:P41nmt1-aal1* (*S. pombe*)	This study	
*natMX6:P41nmt1-aal1* (*S. pombe*)	This study	
*rpl1901∆::kanMX6* (*S. pombe*)	This study	
*natMX6:P41nmt1-rpl1901* (*S. pombe*)	This study	
*P41nmt1-SPNCRNA.401* (*S. pombe*, ectopic)	This study	
White Dahomey (*D. melanogaster*)	Alic lab	
GAL4-TIGS (*D. melanogaster*)	Alic lab	
*UAS-aal1* (*D. melanogaster*)	This study	
**Recombinant DNA**		
*P41nmt1-aal1*	This study	
*P41nmt1-SPNCRNA.401*	This study	
*UAS-aal1*	This study	
pJR1-41XL	Moreno et al, 2000	
**Antibodies**		
Anti-puromycin	Millipore	12D10
Anti-beta-actin	Abcam	Ab8224
**Oligonucleotides and other sequence-based reagents**		
Universal forward primer for pJR1-41XL plasmid upstream of the cloning site	This study	5′CGGATAATGGACCTGTTAATCG 3′
*aal1*_qRT_Forward	This study	CGCGTATTCCCTTTGGTGTT
*aal1*_qRT_Reverse	This study	GGGTCCTACATTCTTGAGGCT
*ckb2*_qRT_Forward	This study	TCCTAAGCGCTCAATCCCTTG
*ckb2*_qRT_Reverse	This study	CCATTGCATTCGAGGTCCTG
*ctu1*_qRT_Forward	This study	GACTACATGTGAGCGTTGCG
*ctu1*_qRT_Reverse	This study	CACTTCCCAAACCGAGACCA
*act1*_qRT_Forward	This study	TCCTCATGCTATCATGCGTCTT
*act1*_qRT_Reverse	This study	CCACGCTCCATGAGAATCTTC
*ppb1*_qRT_Forward	This study	CACCTGTCACTGTATGCGG
*ppb1*_qRT_Reverse	This study	GATCCACGTAATCTCCAAGGAA
*rpl1901*_qRT_Forward	This study	GACTTGCTGCATCCGTCC
*rpl1901*_qRT_Reverse	This study	TAACCAAACCGTCCTTAATCAAC
*aal1*-Gene_specific_RT-reaction_primer (reverse)	This study	CATGGAATACACTATCACGACAACAT
*ppb1*-Gene_specific_RT-reaction_primer (reverse)	This study	TCAGTCATTCTACTCGCGTAA
*aal1_D.mel-*cDNA-PCR_Forward	This study	TGAAACATTGTCATCTCTTGC
*aal1_D.mel-*cDNA-PCR_Reverse	This study	GGAATACACTATCACGACAAC
Control_Reverse1_ Dm-cDNA-PCR	This study	CCGGAGTATAAATAGAGGCGC
Control_Reverse2_ Dm-cDNA-PCR	This study	CGGTACCCGCCCGGGATCAG
**Chemicals, Enzymes and other reagents**		
EMM	Formedium	PMD0210
YE medium	Formedium	PCM0110
Rapamycin	Cayman Chemicals	13346
Caffeine	Sigma	C0750
Cycloheximide	Sigma	C7698
0.1M PMSF	Sigma	93482
cOmplete Mini EDTA-free protease inhibitor cocktail	Roche	11836170001
Superase-In RNase inhibitor	Invitrogen	AM2696
Dynabeads (magnetic, Streptavidin)	Invitrogen	65001
Biotin	Pierce	29129
Phusion DNA polymerase	NEB	M0530L
Turbo DNase	Invitrogen	AM2239
DNaseI	Qiagen	79254
Trizol reagent	Invitrogen	15596018
QIAzol	Qiagen	79306
Puromycin	Gibco	A11139-02
NuPAGE™ Bis-Tris Mini Protein Gels, 4–12%	Invitrogen	NP0322BOX
RU486	Sigma	M8046
48-well microtiter plates (FlowerPlates)	m2p-labs	MTP-48-B
**Software**		
R	R Core Team, 2020	Ver. 4.0.3
gitter (R-package)	Wagih and Parts, 2014	Ver 1.1.3
grofit (R-package)	Kahm et al, 2010	Ver 1.1.1-1
multcomp	Hothorn et al, 2008	multcomp_1.4-23
FastQC	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	ver 0.11.2
je	Girardot et al, 2016	Ver. 1.2 http://gbcs.embl.de/je
STAR	Dobin et al, 2013	ver. 2.6.1a, https://github.com/alexdobin/STAR
htseq	Anders et al, 2015	ver 0.12.3, https://htseq.readthedocs.io/en/master/index.html
ImageQuant™ TL 10.2 analysis software	Amersham	ver. 10.2
ImageJ	Schneider et al, 2012	ImageJ 1.53k, Java 1.8.0_172 (64-bit)
edgeR (R-package)	Robinson et al, 2010	Ver 3.32.1 & 3.46.0
limma (R-package)	Ritchie et al, 2015	limma_3.46.0
Hisat2	Kim et al, 2019	Ver 2.2.1
samtools	Danecek et al, 2021	Ver 1.14
Integrated Genome Viewer (IGV)	Thorvaldsdottir et al, 2013	ver 2.8.0, https://software.broadinstitute.org/software/igv/
deepTools	Ramirez et al, 2016	ver 3.5.1, https://deeptools.readthedocs.io/en/develop/
ViennaRNA Package	Lorenz et al, 2011	ver. 2.5.0, https://www.tbi.univie.ac.at/RNA/documentation.html
RNAcofold	Lorenz et al, 2016	Ver 2.6.4
**Other**		
Bead beater	MP Biomedicals	FastPrep24
Sonicator	Diagenode	Bioruptor Pico
Colony Pinning robot	Singer Instruments	RoToR HDA
Semidry transfer system	BioRad	Trans-Blot Turbo
ImageQuant Imager	Amersham	ImageQuant800
Sucrose Gradient Maker	Biocomp	Gradient Master
Gradient Fractionator	Teldyne ISCO	discontinued
Real-Time PCR System	Applied Biosystems	QuantStudio 6 Flex
Bioanalyzer	Agilent	Agilent 2100
HiSeq2500 sequencing system	Illumina	Illumina HiSeq2500 sequencer
MiSeq sequencing system	Illumina	Illumina MiSeq sequencer
CloneEZ PCR Cloning Kit	GenScript	L00339
Qiagen RNeasy Mini Ki	Qiagen	Current equivalent product 74634
NEXTflex™ Rapid Directional qRNA-Seq™ Kit	PerkinElmer, formerly BiooScientific	5130-11
*S. pombe* Bioneer haploid deletion library	Bioneer	Ver 5.0
*PomBase (S. pombe Genome database)*	Lock et al, 2019	www.pombase.org
Department of Genetics Fly Facility	University of Cambridge	https://www.flyfacility.gen.cam.ac.uk/Services/Microinjectionservice/

### Fission yeast strains and culture conditions

The standard *S. pombe* lab strain *972* *h*^*-*^ containing *leu1-32* was used to transform strains, for experiments using *aal1-pOE* and empty-vector control. Two independent deletion strains *aal1∆1* and *aal1∆2* were generated by CRISPR-Cas9 using distinct sgRNAs (Rodriguez-Lopez et al, 2016) in the *972* *h*^*-*^ strain. Strains *aal1∆::natMX6* (*aal1∆*, used for SGA), *kanMX6:P41nmt1-aal1* (*aal1-gOE*, used for smFISH), *natMX6:P41nmt1-aal1* (*aal1-gOE*, used for SGA), *rpl1901∆::kanMX6* (*rpl1901∆*) and *natMX6:P41nmt1-rpl1901* (*nmt1::rpl1901*, used in Fig. 5E,F) were constructed as described (Bähler et al, 1998) in the *972* *h*^*-*^ background and deletion/overexpression primers were designed using the Pombe PCR Primer Programs at http://www.bahlerlab.info/resources/. For the *rpl1901* deletion mutant, the PCR reaction to create the insertion cassettes included 8% DMSO (Invitrogen). The *aal1-pOE* (*P41nmt1-aal1*) and *SPNCRNA.401-pOE* (*P41nmt1-SPNCRNA.401-pOE*) ectopic overexpression strains, driven by the medium-strength *nmt1* promoter (Bähler et al, 1998), were generated by PCR amplification of the predicted full-length *SPNCRNA.1530* and *SPNCRNA.401* sequences, respectively, as annotated in PomBase (Lock et al, 2019), using the high-fidelity Phusion DNA polymerase (NEB) and cloning into the pJR1-41XL vector (Moreno et al, 2000) with the CloneEZ PCR Cloning Kit (GenScript). Plasmids were checked by PCR for correct insert size and also by Sanger sequencing (Eurofins Genomics) using a universal forward primer (5′ CGGATAATGGACCTGTTAATCG 3′) for the pJR1-41XL plasmid upstream of the cloning site. Plasmids were transformed into *S. pombe* cells (*leu1-32 h-*), and leucine prototroph transformants were selected on solid Edinburgh Minimal Medium (EMM2, with 5 g/l NH_4_Cl as nitrogen source). An empty-vector control (evc) strain was created analogously. For *aal1∆* rescue experiments, the *aal1∆1* strain was recreated in a *leu1-32 h-* strain and either the *aal1-pOE* or evc plasmid was transformed. All strains were revived in rich YES medium (yeast extract with supplements and 3% glucose) from glycerol stocks. All experiments that included strains expressing genes under the transcriptional modulation of the *P41nmt1* promoter were grown in EMM2 or EMM supplemented with 3.75 g/l glutamate (EMMG). All cultures were grown at 32 °C with 170 rpm shaking in an INFORS HT Ecotron incubator unless indicated otherwise.

### Quantitative yeast growth assays in liquid culture

The assays were performed in a BioLector microbioreactor (m2p-labs) at 32 °C with 1000 rpm shaking and 85% humidity in 48-well microtiter plates (FlowerPlates). The starter cultures were grown to mid-exponential phase, diluted in EMMG to achieve initial OD_600_ of ~0.05 and 1400 µl cultures were incubated in hexaplicates per treatment/genotype with well placements completely randomised to minimise any positional and border effects. For repression of the *P41nmt1* promoter 15 µM thiamine (Sigma) was used. Rapamycin (Cayman Chemical) alone experiments were performed with 300 ng/ml added after 8 h of initial growth, whereas combined drug experiments used 100 ng/ml rapamycin and 10 mM caffeine (Sigma) added at the start of incubation. Growth (biomass accumulation) was monitored in real time, measuring every 10 min until the cultures reached stationary phase. The growth data were normalised to time 0. Mean growth curves were fitted and growth rates and lag periods were calculated with *grofit* (Kahm et al, 2010). For the *aal1-pOE* vs evc +/− thiamine assays, statistical significance was determined with a one-way ANOVA followed by Tukey’s Honest Significant Difference test for all pairwise comparisons, using *R* (R Core Team, 2020) (ver 4.0.3) (45). Statistical significance of *aal1∆* against wild-type comparisons were determined with a one-way ANOVA followed by Dunnett’s test (*multcomp*) (Hothorn et al, 2008).

### Chronological lifespan assays

To determine the CLS, strains driven by a *P41nmt1* (*aal1-pOE*) promoter and respective controls (evc) were grown with or without 15 µM thiamine in EMMG medium, whereas deletion mutants (*aal1∆*) and controls (wt) were grown in YES medium, each strain as three independent biological replicates. Chronological lifespan assays for the panels in Fig. 1C were performed as described (Roux et al, 2009). Day 0 was the day the cultures reached a stable maximal cell density. The percentages of viable cells were measured by serial dilution and plating in duplicate YES plates for each dilution. Colonies were counted, and the probable number of CFUs per ml was calculated. The percentage viability was calculated relative to the CFUs at Day 0 (100% cell survival). CFU measurements were made daily for YES cultures and every 3–4 days for EMMG cultures until cultures reached 0.1–1% of the initial cell survival. The means of three independent biological replicates, with each culture measured twice at each timepoint, are shown in the plots (error bars represent the standard error).

For CLS assays with cells expressing *rpl1901* at different levels (Fig. 4F), *rpl1901* was expressed under the thiamine-repressible *P41nmt1* promoter at its native locus (*nmt1::rpl1901*), in the absence or presence of 3 or 15 µM thiamine in EMMG medium. The percentages of viable cells were measured using a robotics-based colony-forming units (CFU) assay (Romila et al, 2021). A Poisson distribution-based model was used to obtain the maximum likelihood estimates for the number of CFUs, and percentage viability was calculated relative to that of the CFUs at Day 0 (100% cell survival).

### Polysome fractionation and RT-qPCR

Cells were grown in EMMG at 32 °C and 100 ml cultures were sampled for each timepoint. To block translation and capture translating ribosomes, cycloheximide (Sigma) was added to a final concentration of 100 µg/ml and incubated for 5 min with shaking. Cells were collected by centrifugation and lysed in lysis buffer (20 mM Tris-HCl pH 7.5, 50 mM KCl, 10 mM MgCl_2_) supplemented with 100 µM cycloheximide, 1 mM DTT (Sigma), 20 U/ml SuperaseIn (Invitrogen) and protease inhibitors (Complete, EDTA-free, Roche). Lysis was performed with 0.5 mm acid-washed beads in a FastPrep instrument (MP, FastPrep24, Settings: speed, 6.0 m/s; adaptor, Quick Prep; time 20 s; 5 cycles with ≥5 min incubations on ice in between). The number of lysis cycles was increased to ~12 for stationary phase and ageing cells to achieve >80% lysis. The lysates were centrifuged at 17,000 × *g* for 5 min followed by another 15 min at 4 °C to remove cell debris, and the lysates were quantified in a Nanodrop (OD_260_). Equal amounts of each lysate were loaded for the polysome fractionation. Then, 10–50% linear sucrose gradients were prepared with a Gradient Master (Biocomp) using 10% and 50% sucrose (Sigma) solutions prepared in lysis buffer freshly supplemented with 100 µM cycloheximide and 1 mM DTT. The lysates were carefully laid on top of the gradients and centrifuged in a SW-41Ti rotor in a Beckman L-80 ultracentrifuge at 35 K for 2 h 40 min at 4 °C. The tubes were processed in a Gradient Fractionator (Teldyne ISCO) with 55% sucrose as the chase solution. The polysome fractionation profiles were recorded and the fractions collected (~800–900 µl per fraction; 12–13 fractions per gradient) and immediately placed on ice. The area under the curve (AUC) of the monosome peak and the polysome peaks were measured with ImageJ (Schneider et al, 2012) for calculating the polysome:monosome ratios (P/M) and total ribosome content (P + M). The P/M was calculated by dividing the sum of the AUC of all polysomes divided by the AUC of the monosome, whereas P + M was the sum of both of these.

RNA was extracted with TRIzol reagent (Invitrogen) as per the manufacturer’s recommendations. RNA was precipitated with isopropanol overnight at −20 °C. DNase digestion and subsequent RT-qPCR analysis were performed with 1 µg RNA as described below. The calculation of *aal1* and *ppb1* enrichment across polysome profiles was calculated as described (Bachand et al, 2006). Briefly, the threshold cycle (C_T_) of each fraction was subtracted from the C_T_ of maximum value (always either fraction 1 or 2) for each primer set. The resulting difference in threshold cycles (∆C_T_) was used to calculate the relative change in mRNA levels between fractions by calculating the 2^∆CT^ value. The mRNA distribution across the entire polysome profile was graphically presented as the percentage of mRNA in each fraction divided by the total amount of mRNA (sum of 12 fractions).

### RT-qPCR analysis

RNA was extracted using the TRIzol reagent (Invitrogen) as per manufacturer’s recommendations. In-tube DNaseI (Turbo DNase, Invitrogen) digestion and subsequent reverse transcription (RT) was performed with 1 µg RNA. Random primed cDNA was prepared with SuperScript III reverse transcriptase (Invitrogen) as per standard protocols and all samples had an equivalent RT- reaction. Strand-specific RT with gene-specific primers were used for *aal1* transcript quantification with 120 ng/μl Actinomycin D added additionally in the RT reaction. RT-qPCR was performed in a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) with Fast SYBR Green Master mix (Applied Biosystems), 1/5 diluted cDNA template and 250 nM primers as per manufacturer’s recommendations. Samples were run in triplicates along with non-template and RT- controls and relative starting quantity was estimated using the ΔΔCt (Livak and Schmittgen, 2001) method. The *aal1* transcript levels across samples were normalized to the *ppb1* expression levels; *ppb1* is the least variable gene under many perturbations including stationary-phase and is comparatively lowly expressed (Pancaldi et al, 2010). All other protein-coding transcripts were normalised to *act1* expression levels. Melt curve analysis was performed following amplification to confirm the specificity of amplicons over primer dimers. All primer pairs were initially assessed in a standard curve for efficiencies, and primer pairs with efficiencies of 90–110% were used for RT-qPCR. All primers used are listed in Appendix Table S1.

### Genome-wide genetic interaction analyses (SGA)

The SGAs were performed as described (Rallis et al, 2017) using the *S. pombe* Bioneer haploid deletion library v5.0 consisting of 3420 deletion mutants. The *aal1*∆ (*aal1::natMX6 h*^*-*^) and *aal1-gOE* (nat*MX6::nmt1:aal1 h*^*+*^) query strains with a nourseothricin resistance cassette (*nat*) were generated as described (Bähler et al, 1998). The *ade6∆* strain (*ade6::natMX6 h*^*-*^), which does not alter the fitness of the mutant library under optimal conditions, was used as a control query strain serving as the equivalent of the fitness of the single mutants (Rallis et al, 2014). We assessed all pairwise gene interactions using colony size (growth rate) as a measure of double-mutant fitness relative to that of the *ade6∆* control double mutants. The deletion library was revived in YES-agar, grown for 3 days at 32 °C and copied onto YES-agar with G418 (100 µg/ml). All query strains, including the control, were prepared in 384-well format in YES-agar with nourseothricin (100 µg/ml). The query strains were mated with the library mutant strains to create double mutants in 384-well format with a RoToR HDA pinning robot (Singer Instruments) in EMM-N-agar supplemented with adenine, uracil and leucine (100 mg/ml each). The plates were incubated at 25 °C for 3 days to allow mating and sporulation, followed by a 42 °C incubation for 3 days to kill the parental cells. Then, the colonies were copied onto YES-agar and incubated for 1 day to allow spores to germinate. When the colonies were sufficiently grown, they were pinned onto double selection plates: YES-agar with 100 µg/ml G418 and nourseothricin for *aal1∆* SGA and EMMG-agar with 500 µg/ml G418 and nourseothricin for *aal1-gOE* SGA. The plates were incubated at 32 °C for 2 days and imaged using a EPSON V800 scanner as .jpg files.

Colony size data were extracted from the images using the R-package *gitter* (Wagih and Parts, 2014) (used code: *gitter.batch (image.files=filePath, ref.image.file=reference, plate.format* = *384, verbose*=*‘l’, inverse*=*T*). Subsequent analyses were performed in R (ver 4.0.3) (R Core Team, 2020). Based on the plate number and row-column position, gene names were assigned to the colony data. Small (<100 pixels) and absent colonies (extreme outliers) were removed in the *ade6∆* control plates to avoid false positives arising from absent mutants in the mutant library or differences in pinning and other non-genetic variabilities. These mutants were marked and excluded from subsequent analysis. Then the colony sizes were normalized for spatial effects due to colony position in the plate and plate-to-plate variation by median smoothing and row/column median normalization (Wagih et al, 2013). Any genes within 250 kb of *aal1* or *ade6* genes were excluded from the subsequent analysis as linked loci. For the rest of the genes with mutants in the library, genetic interaction scores (GIS) were calculated as the log_10_ transformed ratio between the median normalized colony sizes of the experimental query and that of the control. The upper and lower limits of the GIS were arbitrarily set to +2 and −2 for practical reasons and a cutoff of 0.1 was used to call hits.

### Single-molecule RNA fluorescence in situ hybridization

smRNA-FISH was performed with antisense probes as described (Sun et al, 2020). Since the *aal1* RNA is not detectable during exponential growth and performing smRNA-FISH is technically challenging in ageing stationary phase cells (Ellis et al, 2021), we used the strain overexpressing *aal1* in its native locus (*aal1-gOE*). Cells were grown in EMMG to mid-exponential phase and were fixed in 4% formaldehyde. The cell wall was partially digested using zymolyase. Cells were permeabilized in 70% ethanol, pre-blocked with bovine serum albumin and salmon sperm DNA, and incubated overnight with custom Stellaris oligonucleotide probes (Biosearch Technologies) labelled with CAL Fluor Red 610. Cells were mounted in ProLong Gold antifade mount with DAPI (Molecular Probes), and imaged on a Leica TCS Sp8 confocal microscope, using a 63x/1.40 oil objective. Optical z sections were acquired (0.3 microns z-step size) for each scan to cover the entire depth of cells. The technical error in FISH-quant detection was estimated at 6–7% by quantifying the *rpb1* mRNA foci with two sets of probes labelled with Quasar 670.

### RNA sequencing

Cells were grown in triplicate per genotype and aged in EMMG and sampled at day 6 of CLS. RNA was extracted with the Qiagen RNeasy Mini Kit. Cells were lysed with 0.5 mm acid-washed beads (Sigma) in a FastPrep instrument (MP, FastPrep24-Settings: speed, 6.0 m/s; adaptor, Quick Prep; time, 20 s; ~12 cycles with ≥5 min incubations on ice in between). The amount of beads and the volume of buffer needs to be increased by ~15% and the number of lysis cycles up to ~12 for stationary phase, ageing cells to achieve lysis of >80% of cells. The cells and beads were loosened by flicking the tubes after every 3–4 cycles to increase the efficiency of lysis. RNA was extracted with RNeasy spin columns and digested with DNase I (Qiagen) for 30 min at room temperature followed by a column cleanup with RNeasy spin columns. The rRNA was removed using the Ribo-Zero rRNA removal kit (Illumina) as per recommendations. RNA quality was assessed in an Agilent 2100 Bioanalyzer and strand-specific cDNA libraries were made with NEXTflex™ Rapid Directional qRNA-Seq™ Kit (PerkinElmer, formerly BiooScientific) with molecular indexing. Libraries were quantified in a Qubit, pooled and 4 nM of the pooled library was sequenced in an Illumina HiSeq2500 sequencer, 50 bp paired-end reads in two lanes. All quality control steps including quality filtering, demultiplexing, and adaptor removal were performed with Illumina BaseSpace in-house tools leaving unique molecular indices (UMIs) intact. The quality of the sequences was confirmed with FastQC (ver 0.11.2, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads for each sample from the two lanes were concatenated and the UMIs were clipped and added to the read header by je (Girardot et al, 2016) (ver. 1.2, http://gbcs.embl.de/je) with the following code: *je clip F1=pair1.fastq.gz F2=pair2.fastq.gz LEN* = *8*. Reads were aligned with STAR (Dobin et al, 2013) (ver. 2.6.1a, https://github.com/alexdobin/STAR) against the *S. pombe* genome sequence with the following code: *STAR --genomeDir dir --runThreadN 8 --readFilesIn pair1.fastq.gz pair2.fastq.gz --readFilesCommand gunzip -c --outFileNamePrefix prefix --outSAMtype BAM SortedByCoordinate --quantMode GeneCounts --outWigType wiggle --clip5pNbases 9 --limitBAMsortRAM 2552288998*. Sorted bam files were used to count the number of reads per gene using htseq (Anders et al, 2015) (version 0.12.3, https://htseq.readthedocs.io/en/master/index.html; the code used was: *htseq-count -s reverse -f bam -t gene -i ID file.bam Spombe.gff3 > gene.counts*). The genome sequence and gene annotation gff3 files were downloaded from PomBase (Lock et al, 2019). We performed the differential expression analysis with edgeR (Robinson et al, 2010) (version 3.46.0). Very lowly expressed genes were removed by retaining genes with a mean read count of 1 per million in at least 3 samples. TMM normalization was performed on the filtered counts. Common (overall variability across the genome) and tagwise (measure of the degree of inter-library variation of each gene) negative binomial dispersions were estimated by weighted likelihood empirical Bayes using limma (Ritchie et al, 2015) and fitted into a generalised linear model with strains as a categorical variable with evc (empty-vector control) strain as the reference. Benjamini and Hochberg method was used to control FDRs (False Discovery Rates).

### ChIRP-MS

The standard ChIRP-MS protocol (Chu et al, 2015) was optimized for *S. pombe* cells as described below. Antisense tiling oligo probes for selective pull-down of *aal1* RNA (783 nt) were designed with the online probe designer at *singlemoleculefish.com*, using the following parameters: number of probes = 1 probe/~100 bp of RNA length; target GC percentage = ~45%; oligonucleotide length = 20 nt; spacing length = ~60–80 bp; extensively repeated regions omitted. The probes were checked for homology with other transcripts in the *S. pombe* genome using PomBase Ensembl Blast [options: DNA | DNA database | Genomic sequence | BLASTN | short sequences] and the probes with homology >13 bp to any other region (especially cDNA/RNA) were discarded resulting in 5 usable oligo probes out of 8 designed (Appendix Fig. S1). These antisense DNA probes were synthesized with Biotin-TAGs at the 5′ ends (Sigma) and 100 µM probes were pooled in equimolar ratios. The *aal1-pOE*, evc, *aal1∆* and wild-type cells were grown in 1-litre cultures each in EMMG until Day 6 after entering stationary phase, monitoring the CLS in 1 ml aliquots sampled every other day. On the Day 6, cells were fixed with 37% formaldehyde (3% final, Sigma) for 30 min at room temperature (RT) with gentle shaking (100 rpm), and the reaction was quenched with 2.5 M glycine (0.125 M final, Sigma) for 10 min at RT. Cells were washed once in ice-cold PBS with PMSF (Sigma, 1 mM final, freshly added before use) and the cell pellets were snap-frozen in liquid-N to store at −80 °C.

Cell pellets were thawed on ice, and resuspended in ice-cold lysis buffer (50 mM Hepes pH 7.6, 1 mM EDTA pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.1% Na-Doc) with freshly added EDTA-free protease inhibitors (Roche), 1 mM PMSF and 100 U/ml SuperaseIn (Invitrogen) in 15 ml tubes. Cells were lysed with 0.5 mm acid-washed glass beads in a FastPrep (MP Biomedicals, FastPrep24-Settings: 15 ml tube adaptors; speed, – 6.0 m/s; time – 20 s) for 12 cycles with 5 min incubations on ice in between. Supernatants were collected by centrifugation. Cell lysates were transferred to Diagenode 15 ml sonication tubes and sonicated (Bioruptor pico, Diagenode) 30 s ON/45 s OFF at 4 °C for 60 cycles (6 × 10), with vortexing the samples after each 10 cycles. Lysates from the same samples were pooled and centrifuged at 16,000 × *g* for 10 min at 4 °C to collect the supernatants. Then, the lysates were pre-cleared by incubating with Dynabeads (Invitrogen, magnetic Streptavidin) at 37 °C for 30 min with shaking. Before hybridization, beads were removed twice from lysates. For hybridization, 100 pmol of probes in 2 ml hybridization buffer (750 mM NaCl, 1% SDS, 50 mM Tris-Cl pH 7.0, 1 mM EDTA, 15% formamide), supplemented with protease inhibitors, 1 mM PMSF and SuperaseIn and incubated at 37 °C with shaking overnight. Then, 100 μl Dynabeads per 1 ml lysate were added and incubated at 37 °C for 30 min with shaking. The beads were washed with 5 × 1 ml prewarmed (37 °C) wash buffer (20 mM Tris-HCl pH 8.0, 140 mM KCl, 1.8 mM MgCl_2_, 10% Glycerol, 0.01% NP-40 with freshly added 1 mM PMSF). During each wash, the beads were incubated at 37 °C with shaking for 5 min. For protein elution, beads were collected on a magnetic stand, resuspended in biotin elution buffer (12.5 mM biotin – Invitrogen, 7.5 mM HEPES pH 7.5, 75 mM NaCl, 1.5 mM EDTA, 0.15% SDS, 0.075% sarkosyl, 0.02% Na-Doc) and incubated at RT for 20 min and then at 65 °C for 10 min with rotation. Eluent were transferred to a fresh tube, and beads were eluted again. The two eluents were pooled, and the residual beads were removed again using the magnetic stand.

TCA was added to 25% of the total volume to precipitate proteins at 4 °C overnight. Then, proteins were pelleted at 16,000 × *g* at 4 °C for 30 min. The supernatant was carefully removed, the pellets were washed once with cold acetone and air-dried for 1 min. Proteins were immediately solubilized in 8 M urea and tryptic (Promega) digestion was performed overnight at 37 °C with shaking followed by desalting. Peptides were reconstituted in a mixture of 97:3 H_2_O:acetonitrile (containing 0.1% formic acid). The mobile phase consisted of two components: (A) H_2_O + 0.1% formic acid and (B) Acetonitrile + 0.1% formic acid. Online desalting of the samples was performed using a reversed-phase C18 trapping column (180 µm internal diameter, 20 mm length, 5 µm particle size; Waters). The peptides were then separated using a linear gradient (0.3 µL/min, 35 °C column temperature), where Buffer A was transitioned from 97% to 60% over 60 min, on an Acquity UPLC M-Class Peptide BEH C18 column (130 Å pore size, 75 µm internal diameter, 250 mm length, 1.7 µm particle size, Waters). The nanoLC system was coupled online with a nanoflow sprayer and connected to a QToF hybrid mass spectrometer (Synapt G2-Si; Waters, UK) to achieve accurate mass measurements using data-independent mode of acquisition (HDMSE) (Patel et al, 2009). Each sample was analysed in technical triplicates, ensuring data reproducibility and reliability. LC-MS grade solvents were used consistently throughout the process: LC-MS H_2_O (Pierce), LC-MS Grade Acetonitrile (Pierce) and LC-MS Formic Acid (Sigma). Lockmass calibration was performed using [Glu1]-fibrinopeptide B (GFP, Waters) at a concentration of 100 fmol/µL. The lockmass solution was introduced through an auxiliary pump at a flow rate of 0.5 µL/min to a reference sprayer, which was sampled every 60 sec.

The acquired data was processed using PLGS v3.0.2 (Waters). The data was queried against an *S. pombe* FASTA protein database (UniProt proteome: UP000002485) concatenated with a list of common contaminants obtained from the Global Proteome Machine (ftp://ftp.thegpm.org/fasta/cRAP). The identification parameters included Carbamidomethyl-C as a fixed modification, and Oxidation (M) and Phosphorylation of STY as variable modifications. To account for incomplete digestion, a maximum of two missed cleavages were allowed. Peptide identification required a minimum of 3 corresponding fragment ions, while protein identification necessitated a minimum of 7 fragment ions. The protein false discovery rate was set at 1%. All identified proteins were tabled in Dataset EV2. Differential protein enrichment analysis was performed with DEP (Zhang et al, 2018). As we observed that imputation of missing values with any available method in the package resulted in false positives, we adopted the following strategy. Any protein not identified in at least 2 out of 3 replicates of at least 1 strain was removed resulting in 218 proteins being identified. The remaining missing values were imputed with 1. The data was background corrected and normalized by variance stabilizing transformation. A stringent cut-off of FDR ≤ 0.005 and log_2_ ≥ 6.5 in *aal1-pOE* and/or wild type relative to *aal1∆* was applied to eliminate *aal1*-RNA-independent background interactions.

### ChIRP-seq

ChIRP-seq samples were identical to those described in ChIRP-MS and the washed beads were reconstituted in equal volume of proteinase K RNA buffer (100 mM NaCl, 10 mM TrisCl pH 7.0, 1 mM EDTA, 0.5% SDS) and reverse cross-linked at 70 °C for 1 h with end-to-end shaking followed by another 1 h incubation at 55 °C after freshly adding proteinase K (Ambion, 5% by volume from 20 mg/ml). Then, the samples were boiled for 10 min at 95 °C. RNA was extracted with QIAzol and RNeasy Mini kit (Qiagen) according to the manufacturer’s recommendations, including a DNase treatment. Sequencing libraries were prepared with NEXTflex Rapid Directional qRNA-Seq Kit (PerkinElmer), spiked with 20% PhiX (Illumina) to increase the complexity of the libraries to accommodate clustering and sequenced in an Illumina MiSeq (75 bp, paired-end) instrument. The read processing was as described for RNA-Seq. Reads were mapped with Hisat2 (Kim et al, 2019) (version 2.2.1, code used: *hisat2 -x genomeIndex --rna-strandness FR --trim5 8 -1 pair1.fastq.gz -2 pair2.fastq.gz -S out.sam --summary-file summary.txt*). sam files were converted to bam files and sorted/indexed with samtools (ver 1.14) (Danecek et al, 2021) and sorted bam files were used to count reads per gene with htseq (Anders et al, 2015) (ver. 0.12.3, https://htseq.readthedocs.io/en/master/index.html; code use: *htseq-count -s reverse -f bam -t gene -i ID file.bam annotation.gff3 > file.count*). The top *aal1*-bound RNAs were determined with edgeR (Robinson et al, 2010) (version 3.32.1; Dataset EV4) from two replicates each of *aal1∆*, wild type (wt, 972h-) and *aal1-pOE* strains grown and processed independently. Since there were no significantly enriched RNAs (FDR ≤ 0.05) in the wild-type relative to *aal1∆* cells, we chose the top 30 enriched RNAs which were verified in IGV (Thorvaldsdottir et al, 2013) (ver 2.8.0, https://software.broadinstitute.org/software/igv/). 

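In wild type against *aal1∆*, edgeR's quasi-likelihood test called 2 of 1329 RNAs higher, *aal1* and the rRNA copy *SPRRNA.44*, and 0 lower. In *aal1-pOE* against *aal1∆* it called 4 higher, SPNCRNA.401, *aal1*, *SPRRNA.42* and *atp9*, and 1 lower, *pdc202*. DESeq2 called 2 RNAs in each comparison, all higher. In wild type, 33 RNAs had an unadjusted p under 0.05, where chance over the RNAs tested gives 66.45, and in *aal1-pOE* 72 had. Of the called RNAs, *aal1* was the 1 called higher in both comparisons, which the design sets, since the shared control lacks the gene, so the 0.00602 that independent lists of these sizes would share is no test of it. Besides *aal1*, 0 RNAs were called in both. The mean of wild type and *aal1-pOE* against *aal1∆* gave 3 calls, *aal1*, *atp9* and *pdc202*. *aal1-pOE* against wild type gave 3, SPNCRNA.401, *aal1* and *SPRRNA.42*. Without *aal1∆* replicate 1, edgeR called 0 RNAs in wild type (94 at an unadjusted p under 0.05) and 2 in *aal1-pOE*, and without *aal1-pOE* replicate 1 it called 3 in *aal1-pOE*. The mean comparison gave 1 call, *aal1*, without *aal1∆* replicate 1. Without wild-type replicate 2 or *aal1∆* replicate 2, *aal1* alone was called in wild type.

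The RNAs listed in Dataset EV4 were chosen by the study on these libraries, so their direction is not independent evidence, and *aal1*, which is in both lists, lies above each median at its lower bound too. Both comparisons share the *aal1∆* libraries, so RNAs low there by chance tend to be higher in both. The values of each list in the other strain are thus no replication. Of the 36 listed for wild type, 12 passed the filter, and in wild type their median log2 fold change was 1.68, with 2 called higher and 0 lower (4 when adjusted over the list alone), a camera adjusted p of 7.52e-15 and an adjusted p of 0.183 with an estimated correlation. In *aal1-pOE* the same 12 RNAs had a median of 1.50, with 1 called higher (3 when adjusted over the list alone), a camera adjusted p of 8.55e-12 and an adjusted p of 0.116 with an estimated correlation. Of the 32 listed for *aal1-pOE*, 18 passed the filter, and in *aal1-pOE* their median was 2.47, with 3 called higher and 0 lower (13 when adjusted over the list alone), a camera adjusted p of 9.11e-25 and an adjusted p of 0.0364 with an estimated correlation. In wild type these 18 had a median of 1.36, with 1 called higher (when adjusted over the list alone, 5 higher and 1 lower, *SPRRNA.42*), a camera adjusted p of 1.93e-07 and an adjusted p of 0.229 with an estimated correlation.

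Across the 1329 RNAs, which are not independent replicates, the log2 fold changes of wild type and of *aal1-pOE* over the shared *aal1∆* libraries correlated with Pearson's r = 0.41. Unchanged groups simulated against these controls gave a mean r of 0.501, from 0.442 to 0.586 over 100 draws. The observed r lay below that range, so the simulation did not reproduce these libraries. It cannot show how much correlation the shared controls make. The covariance was 0.446, against 0.472 in the simulation, a difference of -0.026, but 0.319 against 0.473 without *aal1* and SPNCRNA.401 (-0.154) and 1.09 against 1.78 with a filter of 1 CPM in at least 2 libraries (-0.690), so the closeness of the first pair rests on those 2 RNAs and on the filter. With 2 control libraries no split leaves 2 in each part. In counts simulated for 1329 genes with 200 changed, the test recovered 43% of the genes changed by 2 on the log2 scale and 74% of those changed by 4 in wild type against *aal1∆*, and 34% and 77% in *aal1-pOE* against *aal1∆*. The simulated spread followed edgeR's trend by level, not the spread of each gene, so these shares hold for such counts only.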

For IGV inspection, strand-specific MiSeq reads were processed further with deepTools (Ramirez et al, 2016) (ver 3.5.1, https://deeptools.readthedocs.io/en/develop/) to get normalized gene coverage in counts per million (cpm) per 50 bp bins (bam to bigWig files) for direct comparison.

### In silico prediction of *aal1*-*rpl1901* lncRNA-mRNA interaction

In silico predictions of *aal1RNA-rpl1901mRNA* interactions were performed with the ViennaRNA Package (Lorenz et al, 2011) (ver. 2.5.0, https://www.tbi.univie.ac.at/RNA/documentation.html) with RNAcofold (Lorenz et al, 2016). RNAcofold tests the probability of RNA-RNA interactions of the provided RNA pairs by computing minimum free energy structures and a base pairing probability matrix. Potential RNA secondary structures were considered when the pairwise base pairing probabilities and probable interaction sites were predicted. Similarly, the concentration dependency of homo- and hetero-interactions of RNAs were computed for the given input concentrations of the monomers (in mol/lit) and presented as concentration dependency plots of RNA-RNA interactions.

### Puromycin incorporation assay

*S. pombe* cells were grown with constant shaking (180 rpm) at 32 °C to mid-exponential phase in 25 ml EMM2 media. Puromycin (Gibco, #A11138-02) was added to a final concentration of 10 µM and incubated at 32 °C for 30 min with shaking. Cells were harvested and snap-frozen in liquid nitrogen. Pellets were thawed on ice and broken with beads (Sigma, G8772) in protein lysis buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 5 mM EDTA, 10% glycerol, 1 mM PMSF and protease inhibitor cocktail [cOmplete™ Mini EDTA-free, Roche]). Approximately 10 µg lysate was mixed with Laemmli buffer with freshly added 100 mM DTT and boiled at 95 °C for 5 min. Proteins were separated on a gradient gel (Thermo Fisher Scientific, #NP0322BOX) and transferred onto a nitrocellulose membrane (Amersham) for 30 min using a semidry transfer system (Trans-Blot Turbo, BioRad). We used anti-puromycin antibody (Millipore, #12D10, 1:2500), HRP conjugated anti-mouse secondary (Abcam, #ab6789, 1:10,000) and anti-beta-actin antibody (ab8224, Abcam, 1:10,000). Blots were developed with Luminata Forte Western substrate (Millipore) and imaged in an Amersham ImageQuant800 imager. The intensity of anti-puromycin bands between 15 and 165 kDa was quantified from chemiluminescence images with the ImageQuant™ TL 10.2 analysis software with rolling ball background normalization. Expression was calculated relative to actin and compared to the respective controls. Quantification data was analysed with a linear regression model which includes genotype and batch as variables and the significance determined with t-test.

### Cloning and generation of *UAS-aal1* fly line

The *aal1* sequence was PCR amplified from *S. pombe* including the predicted 3′ polyadenylation signal sequence. Using overlap-extension PCR, *UAS*, and *Drosophila HSP-70* promoter sequences were added at the 5′ end, and an additional 150 bp of SV40 polyadenylation signal sequence was added at the 3′ end. The resulting product was transferred to the *pCaSpeR* plasmid by double digestion with *BamHI* and *Not1*, followed by ligation with T4 DNA ligase, and transferred into competent *Escherichia coli*. The correct clone was confirmed by DNA sequencing at Source Biosciences. The plasmid miniprep of the clone was injected into *white*^*1118*^ embryos and randomly integrated into the fly genome using piggyBac transgenesis (Gregory et al, 2016), at the Department of Genetics Fly Facility (University of Cambridge, https://www.flyfacility.gen.cam.ac.uk/Services/Microinjectionservice/). The *UAS-aal1* fly line with balancer chromosomes was then provided by the Cambridge fly facility. To confirm whether *aal1* was expressed in the fruit fly, we crossed the *UAS-aal1* homozygous males with *daughterless GAL4* virgins. The flies emerging from this cross were collected and RNA was extracted from five 7-day-old adult flies, using TRIzol (Invitrogen) according to the manufacturer’s protocol. cDNA was synthesized using random hexamers and Superscript II (Invitrogen) according to the manufacturer’s instructions. Using this cDNA as a template, the expression of *aal1* RNA was then confirmed by PCR using primers listed in Appendix Table S1.

### Fly husbandry and maintenance

We used an outbred wild-type stock that was initially collected from Dahomey (present Benin) in 1970 and subsequently maintained in large population cages on a 12 h:12 h light/dark cycle at 25 °C to maintain lifespan and fecundity at levels similar to wild-caught flies. The *white*^*1118*^ mutation was introduced into this background to allow easier tracking of transgenes and Wolbachia infection was cleared by tetracycline treatment. Before the experiments, the *aal1* fly lines and gene-switch drivers (TIGS) were backcrossed into this white Dahomey (wDah) background for at least six generations. All stocks were maintained, and experiments were conducted at 25 °C and 60% humidity with 12 h:12 h light/dark cycles, on SYA food containing 10% brewer’s yeast, 5% sugar, and 1.5% agar with nipagin and propionic acid added as preservatives.

### Lethality test in flies

To test whether *aal1* exhibits lethality when expressed during development, we crossed *UAS-aal1* homozygous males with daughterless *GAL4* virgins. The adults were allowed to mate for 48 h, and eggs were collected within 24 h and counted. After 10 days, the number of flies that emerged from the resultant crosses was recorded. We used GAL4-alone and UAS-alone controls in parallel.

### Lifespan analysis in flies

For lifespan assays, experimental flies were generated from suitable crosses in cages containing grape juice, agar, and live yeast. Flies were allowed to mate and the eggs were collected after 22 h and 20 μL of egg sediments (in 1xPBS) were seeded on SYA medium in glass bottles to rear flies at standardized larval densities. Flies emerged after 10 days, and were transferred to new bottles where they were allowed to mate for 48 h before sorting females into experimental vials at a density of 15 flies per vial. To induce transgene expression using the GAL4/UAS GeneSwitch system, RU486 (Sigma, dissolved in ethanol) was added to the media at a final concentration of 200 µM. As a control (RU-), equivalent volumes of the vehicle alone were added. Flies were transferred to fresh vials three times a week and their survival scored. To control for potential RU_486_ artefacts, driver-only controls feeding RU_486_ were included in the experiment.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

ChIRP-MS data have been submitted to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD045625: http://www.ebi.ac.uk/pride/archive/projects/PXD045625. ChIRP-seq and RNA-seq data have been submitted to GEO under the accession number GSE243036: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243036. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00265-9.

How the deposited data were processed for this re-analysis (not part of the article)

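RNA recovered in *aal1* pull-downs (ChIRP-seq) from wild-type, *aal1-pOE* and *aal1∆* cells on Day 6 of stationary phase was analysed from the deposited table of counts, with 6 libraries, 2 per strain. The submitters' processing notes name FastQC 0.11.2, HISAT2 2.2.1, SAMtools 1.14, HTSeq 0.12.3, deepTools 3.5.1 and edgeR 3.32.1. The authors mapped the read pairs with HISAT2 in its forward-reverse strand mode, and counted reads per annotated gene with HTSeq in its reverse strand mode, which gives the raw counts of the deposited table. These 2 modes name opposite strands. The strand of each annotated gene was assumed to be the one counted, because *aal1* has far more counts than the antisense SPNCRNA.401 in the strain built to express it, and this was not tested. HTSeq's default leaves out reads placed at several loci, and the counting command printed in the paper's methods sets no option that keeps them. Copies of rRNA that share every stretch of a read's length still have many counts, and the reason is not given in the sources used here. The name and release of the genome build are not given in the sources used here either. Gene names, classes and coordinates were taken from the assembly ASM294v3 and its annotation, to which 6852 of the 7001 identifiers matched.

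Fold changes were computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Counts were normalised by TMM, RNAs were kept by filterByExpr over the 3 strains (1329 RNAs), and glmQLFit in its default (legacy) form and glmQLFTest were run on all 6 libraries in one fit. The common dispersion was 0.243 and the prior degrees of freedom 70.4, with 3 residual degrees of freedom. The standard error of a log2 fold change is its size over the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method within each comparison, at a threshold of 0.05. Comparisons were wild type against *aal1∆*, *aal1-pOE* against *aal1∆*, *aal1-pOE* against wild type, and the mean of both *aal1*-carrying strains against *aal1∆*. The test was checked on simulated counts of the same genes and library sizes with 200 changed genes, where it made 119 calls in wild type against *aal1∆*, 2 of them on unchanged genes, and 116 in *aal1-pOE* against *aal1∆*, 5 of them on unchanged genes, with 0 in the wrong direction. These counts took edgeR's trend of spread by level, not the spread of each gene. Outlying libraries, as for *SPRRNA.42* with 1927 and 37 counts in *aal1-pOE*, were not simulated, so the check does not cover them. Fold changes against a group with 0 counts in every library were given as lower bounds, with a floor of 3 counts per library. Single values were compared by exact two-sided permutation tests, intervals of counts are exact Poisson intervals at 95% confidence, and they cover counting error only.

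The tests, the alternatives, 21 gene lists and the rule for naming genes were fixed before the data were examined. The rule named every RNA that the paper names for ChIRP-seq, with the values of Dataset EV4 already seen, the antisense SPNCRNA.401, the genes flanking *aal1* and the reference genes *act1* and *ppb1*, up to 10 higher and 10 lower called genes per comparison whose groups did not overlap, the 10 with the smallest p where fewer than 10 were called, the 10 RNAs with the most counts, and up to 4 members of each list with the smallest p. *rpl1902* lies outside this rule and was chosen after its values were seen. Lists were tested with camera at a preset correlation of 0.01, over lists of at least 3 tested members, with an estimated correlation and fry as alternatives. The list of mitochondrial ribosomal protein genes, built from symbols, also took in the non-coding RNA *mrp1*. Other alternatives were the filter on low counts, other normalisations, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, a fit of only the compared strains, the replicate number as a block, and each library left out in turn. After seeing the data, 5 more were added: the rRNA copies summed by product, edgeR's newer fit with adjusted deviances, and the list of mitochondrially encoded genes, the lower bounds and the chance of 0 SPNCRNA.401 counts in wild type without each library.

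Replicates of a strain differed by more than the sampling noise (chi-square over degrees of freedom of 15.5 in wild type, 11.6 in *aal1-pOE* and 14.1 in *aal1∆*), so each library was counted as 1 replicate. Predicted pairing energies of *aal1* with 142 ribosomal protein mRNAs were computed with RNAcofold of ViennaRNA 2.7.2, as the energy of the heterodimer minus those of both monomers. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Reads, coverage along transcripts, the authors' viewing of reads in a genome browser and the RNA-seq libraries of the same paper were not used here.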

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

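The tests of opposite-strand reads, of plasmid DNA, of rRNA copies, of chance among the RNAs tested and of identical stretches, and the bounds and the chance with libraries left out, were chosen only after the result each bears on was seen. The tests of the paralog sum and of the ribosomal protein genes as a class were set beforehand.

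SPNCRNA.401, the antisense of *aal1*, which the paper does not report on in the pull-downs, was at least 225.9-fold higher in *aal1-pOE* than in *aal1∆*, where deleting *aal1* takes shared sequence with it (142.4 to 546.6 when each library was left out), and at least 278.5-fold higher than in wild type (194 to 367.7; adjusted p = 2.24e-20, edgeR's quasi-likelihood test). Its counts were 6.60% and 4.06% of those of *aal1* in the *aal1-pOE* libraries. Reads of *aal1* counted on the opposite strand at the lower share would give 7.11 counts in wild type, and 0 counts there have a chance of 0.00917 with the spread between replicates included, but 5.97 of these are expected in replicate 2, and without it the chance is 0.366, so 1 library carries the test and one constant share stays open. Plasmid DNA in the *aal1-pOE* libraries would add like counts to both strands and cannot be told apart from RNA here, since it needs SPNCRNA.401 at or below *aal1*, and SPNCRNA.401 reached at most 6.60% of it. Transcription of the antisense strand from the plasmid remains open and was not tested. The probes are complementary to *aal1*, so the folds of SPNCRNA.401 are of recovery in the pull-downs, not of its level in the cells.

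*SPRRNA.42*, an 18S rRNA copy, differed between *aal1-pOE* and wild type with a log2 fold change of 4.45 (standard error 0.654, adjusted p = 1.04e-06, edgeR), which was 0.16 without *aal1-pOE* replicate 1 and had an adjusted p of 0.834 from DESeq2 (3.26e-22 to 0.979 over its alternatives). The copies *SPRRNA.43*, *SPRRNA.44* and *SPRRNA.46* share all 1776 stretches of 67 nt and all 1784 of 59 nt, the lengths a trimmed read may have, and *SPRRNA.42* shares 1257 of its 1324 and 1273 of its 1332 with the first of them, so reads placed on one copy or another are a candidate explanation for calls of single copies. The counting command in the paper's methods would leave out reads placed at several loci, so why these copies have counts is open. With the 18S copies summed, the log2 fold change in wild type was -0.81 (standard error 0.591, adjusted p = 1, edgeR), which cannot decide it, because *SPRRNA.46* in *aal1∆* replicate 1, with 31843 counts, weighs most in that sum. Reads moved between copies do not cover that library, since all 18S copies together took 21.3% of that library against at most 8.42% of any other library. What set that library apart is open, and no biological explanation was tested.

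The higher level of *rpl1901* in wild type and *aal1-pOE* may be chance among the RNAs tested, and this is not excluded, with 6 RNAs at a p as small as its own in wild type and 12 in *aal1-pOE*, where uniform p-values would give 8.44 and 11.4. In wild type the p-values are not uniform, with fewer under 0.05 than that, so these counts cannot decide it. Reads shared with *rpl1902* are argued against by the 0 stretches of either length that both transcripts share, whereas the sum of both genes, with a log2 fold change of 0.58 (standard error 0.640), decides nothing by itself. For ribosomal protein mRNAs as a class, the median log2 fold change of the other 92 in wild type was 0.21, with a standard deviation of 0.912. A shift of the class by that median covers little of the value of *rpl1901*. That 0 of the others reached this value is no independent evidence, since the study picked *rpl1901* from these libraries. The result for the class also turned on single libraries. Binding to *aal1*, which the design was made to detect, stays open beside chance, and both comparisons share the *aal1∆* libraries. In *aal1-pOE* against wild type *rpl1901* had a log2 fold change of -0.11 (standard error 0.864), although *aal1* differed there. That value cannot decide on binding, because the pull-downs were not set against *rpl1901* levels in the cells. The paper reports these levels as repressed when *aal1* is overexpressed and, in proliferating cells, as induced in *aal1∆*.

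*aal1* itself was higher in *aal1-pOE* than in wild type by 7.47 on the log2 scale (standard error 0.969, adjusted p = 3.52e-08, edgeR), with 6.45 to 9.71 and adjusted p of 1.02e-27 to 0.00287 over 18 alternatives.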

How the results depend on the processing

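The rRNA copies summed by product, the fit with adjusted deviances, and the list of mitochondrially encoded genes, the lower bounds and the chance of 0 SPNCRNA.401 counts without each library were chosen after seeing the data. *rpl1901* kept its direction and stayed above the threshold under every alternative run, with log2 fold changes of 1.94 to 3.51 and adjusted p of 0.285 to 1 over 19 alternatives in wild type, and 2.07 to 3.20 and 0.399 to 1.00 over 17 in *aal1-pOE* (edgeR and DESeq2). *aal1* in *aal1-pOE* also kept its call, with adjusted p of 3.28e-56 to 6.69e-05 over 18 alternatives. In wild type its adjusted p was 8.32e-17 to 0.657, and it lost its call (0.657, a fitted value of 9.50 in a range of 7.59 to 10.60) without *aal1∆* replicate 1. In wild type 1 RNA was called with only the compared strains in the fit, with library size only, and without rRNA, mitochondrial genes, *aal1* and SPNCRNA.401 (*srp7*, the others having left the table), 3 with RLE size factors (*srp7* gained) and with no filter beyond 1 count (*SPRRNA.46* gained, lower), and 0 to 3 when each library was left out. In *aal1-pOE* the count was 2 without those genes, 2 with DESeq2 and 6 with no filter beyond 1 count, with 1 CPM in at least 2 libraries and in the likelihood ratio and exact tests (*SPRRNA.46* gained, lower), and 2 to 6 when each library was left out. Against wild type it was 0 by edgeR without those genes (59 at an unadjusted p under 0.05; 2 by DESeq2 with all genes) and 2 to 3 when each library was left out. The mean comparison gave 5 calls with RLE size factors, 1 with adjusted deviances, and 1 to 4 when each library was left out. When each library was left out, log2 fold changes ran from -1.43 (without *aal1-pOE* replicate 1) to 4.62 for *SPRRNA.42*, from -0.0032 (without *aal1-pOE* replicate 1) to 1.84 for *cox3*, from -1.83 (without *aal1-pOE* replicate 2) to 1.50 for *rps27* and from -3.35 to 0.074 (without *aal1∆* replicate 1) for *SPRRNA.46* in *aal1-pOE*, and from -2.87 to 0.56 (without *aal1∆* replicate 1) for *SPRRNA.46*, from -0.33 (without wild-type replicate 2) to 2.70 for *srp7* and from -0.033 (without wild-type replicate 1) to 2.46 for *prp3* in wild type, with the sign reversed at the library named. When each library was left out, the adjusted p of the ribosomal protein list from camera was 0.00126 to 0.843 in wild type, with the direction turned at 0.843 and 0.723, and 0.00118 to 0.912 in *aal1-pOE*, turned at 0.912. The correlation of fold changes was 0.32 with a filter of 1 CPM in at least 2 libraries and 0.35 without *aal1* and SPNCRNA.401. Without rRNA genes, mitochondrially encoded RNA made up 2.27% in *aal1∆* and 3.25% in wild type, and nuclear mRNA 69.4% in *aal1-pOE*, 95.7% in *aal1∆* and 93.8% in wild type. Without *aal1* and SPNCRNA.401, nuclear mRNA made up 61.2% and rRNA 34.7% of *aal1-pOE*. Among all results, 654 alternative values kept their direction and side of the threshold or, for counts and bounds, stayed within 1.5 times, 43 were weaker, 30 stronger, 9 moved beyond the replicate spread and 10 reversed. Fewer genes, fewer libraries or a left-out RNA account by construction for the counts without those genes or libraries, and for the rest the cause was not tested. Library size only shifted the median of all RNAs by -0.15 in *aal1-pOE* against *aal1∆* and -0.20 against wild type, so fold changes under it are relative to that shift. edgeR's exact test compares single groups and was not run for the mean comparison. Where a library was left out, the lone library of its strain was taken to vary like the others. Depth limits the low RNAs most: *rpl1901* rests on 1 to 28 counts per library.

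With the replicate number as a replicate block, edgeR called 2 RNAs in wild type, 4 in *aal1-pOE*, 3 in *aal1-pOE* against wild type and 2 for the mean, and the replicates share only a number, since deviations from the strain means correlated at 0.089, 0.047 and -0.052 between strains.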

Differences from the paper's values

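In wild type, 3 of the 11 log2 fold changes that Dataset EV4 lists and this fit also gives differed from the paper's by more than the standard error of this fit, and in *aal1-pOE* 0 of 17 did. For *rpl1802* in wild type the paper's value is 1.78, and the value here was 0.89 (standard error 0.645). Of the 17 alternatives set before the data were examined, only that without wild-type replicate 1 brought it within the error. For *SPRRNA.44* in wild type the paper's value is 1.18 and the value here was 2.17 (standard error 0.516), and 0 of 16 alternatives set before the data were examined brought it within the error. For *cdc22*, in wild type, the paper's value is 2.20 and the value here was 1.12 (standard error 1.05). Of its 15 alternatives set before the data were examined, 7 brought it within the error, these being RLE size factors, library size only, DESeq2, and leaving out wild-type replicate 1, *aal1-pOE* replicate 1, *aal1-pOE* replicate 2 or *aal1∆* replicate 1, while the 3 filters on low counts, the normalisation without rRNA, the likelihood ratio test, the replicate block, and leaving out wild-type replicate 2 or *aal1∆* replicate 2 did not. The paper's count of RNAs higher in wild type at an FDR of 0.05 or less is 0, and edgeR's quasi-likelihood test gave 2 here (33 at an unadjusted p under 0.05, and 2 by DESeq2). Of 17 alternatives set before the data were examined, only that without *aal1∆* replicate 1 gave 0. The paper names *aal1* as the most enriched RNA. Here *aal1* had the largest fold change in both comparisons and the smallest p in wild type, while in *aal1-pOE* SPNCRNA.401, which Dataset EV4 does not list, had the smallest p (adjusted p = 2.62e-20 against 5.33e-14 for *aal1*, edgeR).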

Other observations

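The interval of the pairing correlation was added only after that result was seen. The mRNAs of the 68 *aal1*-bound proteins of the paper's ChIRP-MS did not pass the test as a list in the RNA pull-downs. Of these, 55 were tested, with median log2 fold changes of -0.04 in wild type (camera adjusted p = 0.923) and -0.02 in *aal1-pOE* (camera adjusted p = 0.933, where the test's direction was up, against the sign of the median). In both comparisons edgeR's quasi-likelihood test and DESeq2 called 0 of them, also when adjusted over the list alone. At an unadjusted p under 0.05, 0 were higher or lower in wild type, and in *aal1-pOE* 3 were higher and 1 lower, the lower one being SPAC23C11.06c with -1.12 (standard error 0.402). Translation factor genes, 22 tested of 36, had medians of 0.01 and 0.23 (camera adjusted p = 0.973, with the direction down, and 0.517), with 0 called by edgeR or DESeq2 in each comparison and, at an unadjusted p under 0.05, *tif301* lower in wild type (-1.30, standard error 0.590) and *tif512* higher in *aal1-pOE* (1.44, standard error 0.633). All 18 genes of glycolysis and fermentation were tested, with medians of -0.01 and 0.15 (camera adjusted p = 0.967 and 0.914). Of these, 1, *pdc202*, was lower in *aal1-pOE*, also when adjusted over the list alone, with 1 higher at an unadjusted p under 0.05 (*tpi1*, 1.75, standard error 0.694). In wild type 0 were called by edgeR or DESeq2, and *pdc202* was lower at an unadjusted p under 0.05 (-1.18, standard error 0.509).

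The stress response genes, 20 tested of 26, had medians of -0.29 and -0.21 in wild type and *aal1-pOE* (camera adjusted p = 0.298 and 0.347). Among them *ctt1*, the catalase gene, was lower in *aal1-pOE* at an unadjusted p under 0.05 (-0.93, standard error 0.455). Nuclear genes of respiration and ATP synthase, 16 tested of 52, had medians of -0.19 and 0.10 (camera adjusted p = 0.923, with the direction up, and 0.347), with *atp17* higher in *aal1-pOE* at an unadjusted p under 0.05 (3.18, standard error 1.37). The medians were -0.12 and 0.46 for 5 of 8 hexose transporter genes (camera adjusted p = 0.923, with the direction up, and 0.517), -0.03 and 0.11 for 4 of 8 thiamine-responsive genes (0.923 and 0.914), among them *nmt1*, whose promoter drives the plasmid, with -0.03 and 0.34, and -0.36 and 0.06 for 3 of 12 mating and meiosis genes (0.923 and 0.580, camera adjusted p throughout). For 11 of 1526 long non-coding RNA genes other than *aal1* and SPNCRNA.401 they were 0.23 and -0.54 (camera adjusted p = 0.923 and 0.347). The snRNA genes *snu2* and *snu32*, tested of 7, had a median of -0.11 and -0.38, the reference genes *act1* and *ppb1* had log2 fold changes of 0.33 and -1.35 in wild type and 0.89 and -0.87 in *aal1-pOE*, and of 171 tRNA genes 0 had enough counts to be tested. The list of mitochondrial ribosomal protein genes had 2 tested members of 51, *mrp51* (1.56 and 1.28) and *mrp1* (1.17 and 0.99), the RNA of RNase MRP, which matched by its symbol. In these remaining lists edgeR and DESeq2 called 0 genes in both comparisons, also when adjusted over the list alone. At an unadjusted p under 0.05, in wild type 1 RNA, *mrp1*, was higher, and it is a member of the lncRNA list too, while in *aal1-pOE* *ctt1* and *atp17* were the ones at that p.

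A hypothesis, set before the result was seen, was that ribosomal protein mRNAs predicted to pair better with *aal1* are more enriched in wild type over *aal1∆*. Across 93 mRNAs, which are not independent replicates, Spearman's correlation of pairing energy with log2 fold change was -0.09 (permutation p = 0.417; 95% interval -0.284 to 0.121), and -0.11 with mRNA length taken out (permutation p = 0.274). By the bound set before the result was seen, a correlation above -0.1 or a permutation p of 0.05 or more would count against the hypothesis. Both conditions were met, so by that bound the hypothesis failed. A p that misses the threshold does not exclude a weak relation, and the interval, added afterwards, reaches both sides of -0.1. Whether a weak relation exists, these counts cannot decide. Among 142 ribosomal protein mRNAs, with a median energy of -10.4 kcal/mol, *rpl1901* ranked 9 (-16.7 kcal/mol), *rpl1802* 44 (-12.4 kcal/mol), *rps27* 69 (-10.5 kcal/mol) and *rps502* 83 (-9.60 kcal/mol), and the paralog *rpl1902* had -13.5 kcal/mol. With the coding sequences alone the correlation was -0.01 (permutation p = 0.892), and *rpl1901* ranked 1 and the other three 109, 121 and 128. With the antisense SPNCRNA.401 in place of *aal1* the correlation was -0.07 (permutation p = 0.485) and *rpl1901* ranked 40, but with a shuffled *aal1* sequence it ranked 9 as well (-15.6 kcal/mol), with a correlation of -0.09 (permutation p = 0.378).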
